# Evolutionary relaxation and functional change of INSL3 and RXFP2 may underlie natural cryptorchidism in mammals

**DOI:** 10.1038/s44319-025-00636-w

**Published:** 2025-11-11

**Authors:** Yu Zheng, Simin Chai, Cuijuan Zhong, Yixuan Sun, Shixia Xu, Wenhua Ren, Guang Yang

**Keywords:** Cryptorchidism, INSL3, Gubernaculum Development, Inflammation in Cryptorchid Testes, Evolutionary Relaxation, Development, Evolution & Ecology, Genetics, Gene Therapy & Genetic Disease

## Abstract

Cryptorchidism is a common congenital abnormality that increases infertility and testicular cancer risk in adulthood. However, a few mammals exhibit naturally undescended testes while maintaining normal reproduction. The mechanisms underlying this natural cryptorchidism remain unclear. Here, we found evolutionary relaxation in *INSL3* and *RXFP2* of cryptorchid mammals, with the highest dN/dS ratio observed in cetaceans. Cellular experiments demonstrated that cetacean INSL3 downregulated the cAMP-PKA-CREB pathway, thereby reducing gubernacular cell proliferation and contraction. Cetacean INSL3 knock-in mice exhibited groin-located testes, nearly perfectly mimicking cryptorchid phenotypes in cetaceans and other mammals with incompletely descended testes. Collagen and muscle fibers in the gubernaculum of transgenic mice were reduced, with differentially expressed genes enriched in muscle development and contraction pathways. Additionally, the knock-in mice displayed male sterility, impaired testicular development, and upregulated inflammatory pathways in the testes. Our findings reveal how evolutionary changes in the INSL3/RXFP2 pathway contribute to natural cryptorchidism in mammals and provide insights for investigating reproductive health and cancer resistance in cryptorchid species.

## Synopsis

This study examines how evolutionary relaxation and functional change of INSL3 and RXFP2 relate to natural cryptorchidism in mammals. Functional assays and interspecies knock-in mice indicate partial INSL3 activity with downstream developmental and reproductive consequences.

- Comparative analyses identifies relaxed selection on *INSL3* and *RXFP2* in naturally cryptorchid mammals.
- Cetacean INSL3 knock-in mice display cryptorchid phenotypes and reduced fertility.
- Transcriptomic profiling reveals disruptions in developmental and spermatogenic pathways.
- Functional assays and in vivo models indicate partial INSL3 activity associated with reproductive phenotypes.

## Abstract (web summary)

This study examines how evolutionary relaxation and functional change of INSL3 and RXFP2 relate to natural cryptorchidism in mammals. Functional assays and interspecies knock-in mice indicate partial INSL3 activity with downstream developmental and reproductive consequences.

## Introduction

The testis is central to the male reproductive system, and thus, descent of the testes into the temperate environment of the scrotum represents a crucial developmental step toward successful reproduction for most mammals (Kleisner et al, 2010). Generally, the testes originate in the abdomen in all male creatures and gradually descend during development (Miller and Torday 2019). In most mammals, failure of testicular descent into the scrotum constitutes a pathological condition that impairs male fertility. This condition, known as cryptorchidism or undescended testis, was defined by the permanent failure of one or both testes to descend and is one of the most common congenital abnormalities in boys (Group JRHCS 1992; Li et al, 2024). Notably, cryptorchidism was recognized as one of the few established risk factors for both testicular cancer and subfertility (Gurney et al, 2017). In contrast, in birds and certain mammals, the testes remained near the kidneys, while in other mammals, they descended to varying extents until reaching their final mature position. For example, monotremes and most afrotherians had high intra-abdominal undescended testes in the same initial position as the ovaries in females. In addition, xenarthrans and several lineages of Boreoeutheria (e.g., cetaceans, flying foxes, some pinnipeds, eulipotyphlans, and certain rodents) possessed incompletely descended testes and lacked a scrotum (Kleisner et al, 2010; Werdelin and Nilsonne, 1999). In other words, some mammals exhibited naturally undescended testes, yet retained normal reproductive function in a cryptorchid state. However, the mechanism behind this natural “cryptorchidism” state has not been well revealed so far.

Although it is not feasible to experimentally verify the mechanism of testicular descent across all mammalian species, it is generally assumed that the underlying pathways are conserved, based on extensive studies in model organisms such as humans, mice, and a few other eutherians. The process of testicular descent, extensively studied in humans and mice, was widely recognized to occur in two hormonally distinct phases (Hutson et al, 2015). The first, transabdominal phase, involved the testes moving from their origin near the kidneys to the entrance of the inguinal canal, primarily driven by Insulin-like factor 3 (INSL3) signaling on the gubernaculum, which persists even in naturally cryptorchid mammals. The second, inguinoscrotal phase, involved the testes descend through the inguinal canal into the scrotum under the influence of androgens (Laptoiu et al, 2023; Sarila et al, 2022). INSL3, produced by Leydig cells, was first identified during studies on testicular descent (Adham et al, 1993). Through binding to relaxin family peptide receptor 2 (RXFP2), INSL3 induced collagen accumulation and swelling in the distal gubernaculum, allowing space in the abdominal cavity for testis descent (Emmen et al, 2000; Hrabovszky et al, 2002; Hutson et al, 2009; Lie and Hutson, 2011). Concurrently, testosterone induced regression of the cranial suspensory ligament, reducing resistance to descent. Together, these processes moved the testes toward the inguinal canal, where CGRP-stimulated contractions guided them into the scrotum to complete the descent (Yong et al, 2008). In mice, *Insl3* gene deletion caused high intra-abdominal cryptorchidism, demonstrating the essential role of INSL3 in gubernacular development and testicular descent (Bogatcheva et al, 2003; Parada, 1999). Studies in mice lacking RXFP2 had confirmed this receptor as INSL3’s sole mediator in vivo, with similar gene mutations identified in cryptorchid patients (Canto et al, 2003; Dicke et al, 2023; El Houate et al, 2007). Beyond these findings in model organisms, recent comparative genomic studies in afrotherian mammals further underscore the evolutionary significance of this pathway: multiple independent pseudogenization events in *INSL3* and *RXFP2* were found to coincide with testicond phenotypes, suggesting strong evolutionary associations with cryptorchidism (Sharma et al, 2018). However, the broader role of INSL3 in evolutionary developmental mechanisms of testicular positioning across mammals remains to be clarified, highlighting a notable area for further research.

To test the hypothesis that INSL3 maintains natural cryptorchidism in mammals, we conducted evolutionary analyses, in combination with in vitro and in vivo experiments on INSL3 and its receptor RXFP2 of cetaceans, a typically representative group of natural cryptorchid. We found evidence of relaxed selection in *INSL3* within cryptorchid species, and cetacean *INSL3* introduced into mice induced inguinal cryptorchidism with gubernacular regression. Notably, transgenic model mice didn’t maintain normal reproductive function post-cryptorchidism, with further testicular transcriptomic analysis showing downregulation of pathways essential for spermatogenesis. These findings could provide new insights into the mechanisms of natural cryptorchidism in mammals, and the constructed cryptorchid mouse model could serve as a valuable tool for future investigation on the reproductive health maintenance and tumor suppression under cryptorchid conditions.

## Results

### *INSL3* and *RXFP2* genes experience relaxed selection in cryptorchid mammals

Based on the evolutionary analyses of 46 representative mammals, it was shown that both *INSL3* and *RXFP2* exhibited dN/dS ratios below 1 across mammals, with higher ratios in cryptorchid mammals compared to scrotal mammals (Table EV1). In cetaceans and afrotherians with intact coding sequences for both genes, simultaneous relaxed selection of *INSL3* and *RXFP2* genes was observed when examined separately within the cryptorchidism lineage (Fig. 1A). Notably, cetaceans and the hippopotamus exhibited the highest *INSL3* dN/dS ratios among cryptorchid mammals, although *RXFP2* in the hippopotamus did not show a similar increase (Fig. 1B; Table EV1). RELAX model analysis also revealed significant relaxation of selective pressure on *INSL3* in cryptorchid mammals relative to scrotal mammals (K = 0.31, *p* = 0.0003). Phylogenetic generalized least squares (PGLS) regression revealed a significant positive correlation between *INSL3* evolutionary rate and testicular descent (*p* = 0.03341, *r*^2^ = 0.08193, λ = 1), despite no relevant convergent/parallel amino acid substitutions being identified between cryptorchid mammals.

**Figure 1:**
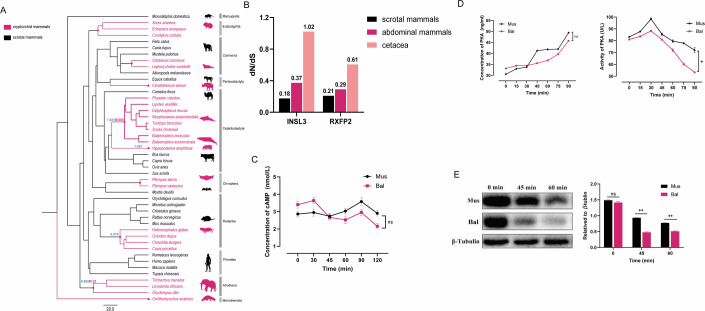
dN/dS ratios of *INSL3* and *RXFP2* in different lineages and effects of cetacean INSL3 on downstream molecules. Figure (**A**) shows the phylogenetic relationships of the selected species, with numbers at nodes (*INSL3* in blue, *RXFP2* in red) representing the ω (dN/dS) values along cryptorchidism lineages where relaxed selection has occurred. (**B**) dN/dS ratios of *INSL3* and *RXFP2* in different taxa. Higher ratios indicate reduced purifying selection or potential shifts in selective pressure, rather than absolute evolutionary rates. (**C**) Time-dependent changes in cellular cAMP levels following different INSL3 treatments. (**D**) Time-dependent changes in cellular PKA content and activity following different INSL3 treatments. (**E**) Changes in CREB phosphorylation levels in cells treated with different INSL3. “Bal” indicates treatment with recombinant INSL3 protein from *Balaenoptera acutorostrata* (minke whale), and “Mus” indicates treatment with recombinant INSL3 protein from *Mus musculus* (mouse). (Data were shown as mean ± s.e.m. from *n* = 3 independent biological replicates, each with three technical replicates. Statistical significance was determined using two-tailed *t*-tests. Exact *p* values: (**C**) Mus vs Bal, *p* = 0.4309; (**D**) concentration Mus vs Bal, *p* = 0.3054; activity Mus vs Bal, *p* = 0.0063; (**E**) 0 min Mus vs Bal, *p* = 0.0533; 45 min Mus vs Bal, *p* < 0.0001; 60 min Mus vs Bal, *p* < 0.0001. *p < 0.01; **p < 0.001; ns not significant). Source data are available online for this figure.

### Cetacean INSL3 inadequately activates the cAMP-PKA-CREB signaling pathway, reducing proliferation and contraction in gubernacular cells

To investigate functional changes in cetacean INSL3, we first confirmed its interaction with mouse RXFP2 through co-immunoprecipitation (Fig. EV1). ELISA quantification of cAMP generated after treating with cetacean INSL3 and mouse INSL3 showed no significant differences, fluctuating within a similar range (Fig. 1C). Subsequent analysis of downstream PKA showed a time-dependent increase in levels with no significant differences between two groups; however, PKA activity was significantly reduced overall following cetacean INSL3 treatment, with a more rapid decline observed after 30 min (Fig. 1D). Western blotting (WB) analysis showed that CREB phosphorylation levels downstream were reduced in the cetacean INSL3-treated group compared to the control (Fig. 1E).

**Figure EV1:**
Co-IP assay of INSL3 and RXFP2 binding capacity in cetaces and mice. (**A**) Binding ability of the mouse RXFP2 receptor to mouse INSL3 and cetacean INSL3. (**B**) The binding ability of the cetacean RXFP2 receptor to mouse INSL3 and cetacean INSL3, respectively. Data were representative of *n* = 3 independent experiments.

We treated primarily cultured mouse gubernacular cells with different concentrations of INSL3. CCK-8 analysis showed that cetacean INSL3 consistently had lower proliferative effects on these cells compared to mouse INSL3, with optimal effects observed at 10^−8^M for both. Subsequent growth curve analysis at 10^−8^M revealed that cetacean INSL3 continued to significantly slow gubernacular cell proliferation after 48 h (Fig. 2A). Using the fluorescent phalloidin marker for F-actin, we observed that gubernacular cells treated with mouse INSL3 exhibited increased F-actin content and more organized microfilament distribution, whereas the cetacean INSL3-treated group showed a smaller increase in F-actin levels (Fig. 2B).

**Figure 2:**
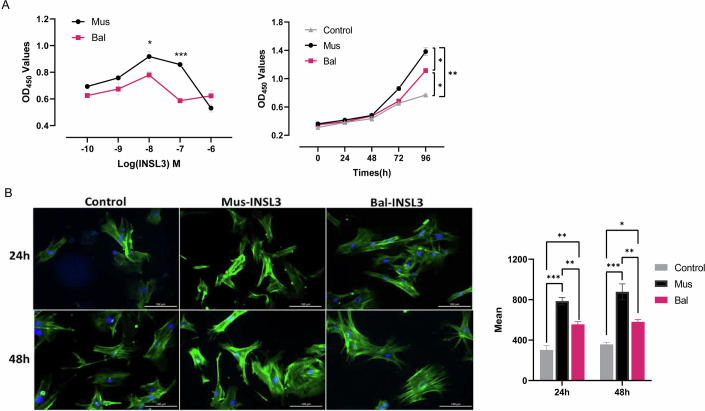
Effect of cetacean INSL3 on gubernaculum cells. (**A**) Gubernacular cell activity at two INSL3 concentration gradients and cell proliferation at the optimal concentration. (Data were shown as mean ± s.e.m. from *n* = 3 biological replicates. Statistical significance was determined using two-tailed *t*-tests. Exact *p* values: -8 Mus vs Bal, *p* = 0.0401; -7 Mus vs Bal, *p* = 0.0003; 96 h Control vs Mus, *p* = 0.0017; 96 h Control vs Bal, *p* = 0.0102; 96 h Mus vs Bal, *p* = 0.0126. *p < 0.05; **p < 0.01; ***p < 0.001). (**B**) Changes of F-actin in gubernacular cells after different INSL3 treatments. Scale bar, 100 μm. (Data were shown as mean ± s.e.m. from *n* = 3 biological replicates. Statistical significance was determined using ANOVA tests. Exact *p* values: 24 h Control vs Mus, *p* = 0.0001; 24 h Control vs Bal, *p* = 0.0021; 24 h Mus vs Bal, *p* = 0.0038; 48 h Control vs Mus, *p* = 0.0001; 48 h Control vs Bal, *p* = 0.0109; 48 h Mus vs Bal, *p* = 0.0041. *p < 0.05; **p < 0.01; ***p < 0.001). “Bal” indicates treatment with recombinant INSL3 protein from *Balaenoptera acutorostrata* (minke whale), and “Mus” indicates treatment with recombinant INSL3 protein from *Mus musculus* (mouse). Source data are available online for this figure.

### Cryptorchidism is present in cetacean *INSL3* gene knock-in mice

Functional alterations in cetacean INSL3 provided a unique opportunity to examine the role of INSL3 in the diversity of testicular positioning among mammals. We generated cetacean *INSL3* knock-in (*INSL3*-KI) mice by replacing the full-length coding sequence of cetacean *INSL3* into the endogenous mouse locus, under the control of native regulatory elements. This strategy allowed us to assess the functional capacity of the cetacean ligand in the absence of endogenous mouse *INSL3*. To assess the testicular position in sexually mature *INSL3*-KI mice, with wildtype (WT) and *INSL3* knockout (*INSL3*-KO) mice as controls, it was observed that *INSL3*-KI mice exhibited a distinct testicular positioning, with the testes located in the inguinal region. This differs from WT mice, whose testes descend into the scrotum, and *INSL3*-KO mice, whose testes remain undescended near the kidney. Although cetacean testes are intra-abdominal and located dorsally and caudally, closely apposed to the lumbar body wall and posterior to the kidneys (Rommel et al, 1992), the intermediate positioning in *INSL3*-KI mice phenotypically reflects the partial descent characteristic of naturally cryptorchid mammals (Fig. 3A). We measured the anogenital distance (AGD) to quantify male characteristics in cryptorchid mice. Before sexual maturation, only *INSL3-*KO mice showed a significantly shortened AGD. However, after maturation, *INSL3*-KI mice, like *INSL3-*KO mice, exhibited a markedly reduced AGD compared to WT mice, suggesting a persistent impairment (Fig. 3B).

**Figure 3:**
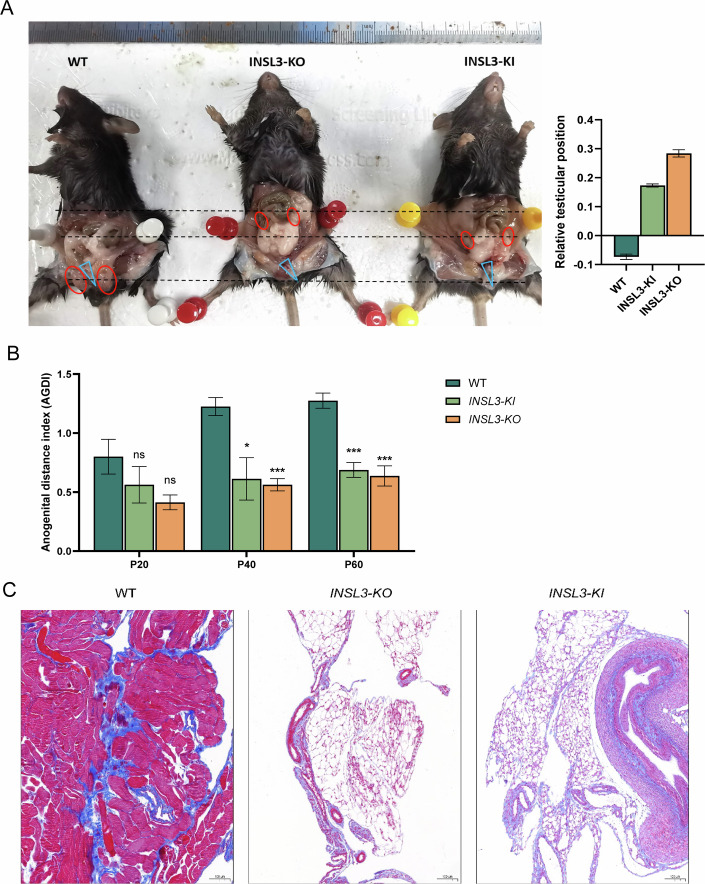
Cryptorchidism is present in cetacean *INSL3* gene knock-in mice. (**A**) Anatomical map showing the in situ testicular position in mice (red circle indicates testis, blue triangle indicates penis) with quantification based on the testis-to-penis position ratio (Data were shown as mean ± s.e.m. from *n* = 8 mice, biological replicates). (**B**) AGDI values of mice at different periods (Data were shown as mean ± s.e.m. from *n* = 4 mice, biological replicates. Statistical significance was determined using ANOVA tests. Exact *p* values: P20 WT vs KO, *p* = 0.1464; P20 WT vs KI, *p* = 0.8039; P20 KO vs KI, *p* = 0.9261; P40 WT vs KO, *p* = 0.0009; P40 WT vs KI, *p* = 0.0444; P40 KO vs KI, *p* = 0.4160; P60 WT vs KO, *p* = 0.0008; P60 WT vs KI, *p* = 0.0005; P60 KO vs KI, *p* = 0.9978. *p < 0.05; ***p < 0.005; ns not significant). (**C**) Masson-stained micrograph of mouse gubernaculum at P15. Scale bar, 100 μm. Source data are available online for this figure.

To investigate the cause of inguinal cryptorchidism in *INSL3*-KI mice, we observed the gubernaculum and stained tissue sections from postnatal day 15 (P15) mice. In contrast to WT mice, whose gubernaculum was enlarged and differentiated into muscle, the *INSL3*-KI mice showed a still-elongated gubernaculum with reduced muscle and collagen content (Fig. 3C).

To better model the natural cetacean condition, we generated cetacean *RXFP2* knock-in mice (*RXFP2*-KI) and bred them with *INSL3* knock-ins to produce double homozygous mice (*INSL3/RXFP2*-DKI). Upon examining *RXFP2*-KI and *INSL3/RXFP2*-DKI mice for testicular position and gubernacular development, we observed that both displayed testicular positioning in the groin, similar to *INSL3*-KI mice. Moreover, quantification showed that the testes in *INSL3/RXFP2*-DKI mice were slightly lower than in single knock-ins. Additionally, *RXFP2*-KI and *INSL3/RXFP2*-DKI mice exhibited undescended, shortened gubernaculum with reduced muscle and collagen content (Fig. EV2).

**Figure EV2:**
Cryptorchidism is present in three cetaceanized mice. (**A**) Anatomical map showing the in situ testicular position in mice (red circle indicates testis, blue triangle indicates penis) with quantification based on the testis-to-penis position ratio (Data were shown as mean ± s.e.m. from *n* = 8 mice, biological replicates). (**B**) AGDI values of mice at different periods (Data are shown as mean ± s.e.m. from *n* = 4 mice, biological replicates. Statistical significance was determined using ANOVA tests. Exact *p* values: P40 WT vs KO, *p* = 0.0009; P40 WT vs *INSL3-*KI, *p* = 0.0444; P40 WT vs *RXFP2*-KI, *p* = 0.0496; P40 WT vs DKI, *p* = 0.0383; P60 WT vs KO, *p* = 0.0008; P60 WT vs *INSL3*-KI, *p* = 0.0005; P60 WT vs *RXFP2*-KI, *p* = 0.0011; P60 WT vs DKI, *p* = 0.0110. *p < 0.05; **p < 0.01***p < 0.005; ns not significant).

### Cetacea INSL3 induced changes in the gubernaculum transcriptome

RNA-seq analysis of the gubernaculum revealed distinct transcriptomic alterations in *INSL3*-KI and *INSL3*-KO mice relative to WT controls (Fig. 4A). 

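Gubernaculum RNA was sequenced from WT, INSL3-KI and INSL3-KO mice at P8 and from WT and INSL3-KI mice at P23, with 3 biological replicates per group. The authors prepared mRNA libraries, read them as paired ends on an Illumina NovaSeq instrument and mapped the reads with HISAT2. They deposited raw counts per gene and FPKM values, which are scaled by transcript length and library size, and the paper's text names neither the genome build nor the program that counted the reads. The values stand in 2 tables. The gubernaculum libraries of WT and INSL3-KI mice are in the first and those of INSL3-KO mice in the second, so that a comparison with INSL3-KO gubernaculum is also a comparison of tables, and table and genotype cannot be told apart from these groups alone.
At P8, total counts ranged from 35734365 to 37707231 in WT (median 36201775), from 29861447 to 34142846 in INSL3-KI (median 31110936) and from 39334842 to 45260372 in INSL3-KO (median 44694995). At P23 they ranged from 34312042 to 36807686 in WT (median 36682909) and from 35310629 to 40564683 in INSL3-KI (median 36407180). Raw counts of the 21561 Ensembl genes listed in both tables were normalized with edgeR's TMM method, genes with low counts were removed with filterByExpr, and each pair of groups was compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called a DEG at an adjusted p-value under 0.01 and a fold change of at least 2, the thresholds of the paper, which used DESeq2. The biological coefficient of variation between replicates was 0.174 in WT, 0.164 in INSL3-KI and 0.203 in INSL3-KO gubernaculum at P8, and 0.286 in WT and 0.574 in INSL3-KI at P23. A gene with no more than 3 counts in any library of a group was treated as undetected there, and a fold against that group is given as a lower bound. These bounds are computed from that floor and the group means, and carry no measure of the spread between libraries. The SDs and standard errors given do include that spread.
Insl3 (ENSMUSG00000079019) is expressed mainly in the testis, and few of its reads were counted in gubernaculum. At P8 it had 87, 25 and 29 counts in WT replicates 1, 2 and 3 and 0 in each INSL3-KI and INSL3-KO library. It was at least 17.3-fold lower in INSL3-KI and at least 20.6-fold lower in INSL3-KO (edgeR adjusted p = 0.0021 and 0.0022, from 3 libraries per group). Both bounds lean on WT replicate 1. The WT libraries also held transcripts of elongated spermatids, cells of the testis. Over 16 such genes the median was 5.41, 1.14 and 0.033 CPM in WT replicates 1, 2 and 3. It was at most 0.044 in INSL3-KI and 0 in INSL3-KO. The source of the few Insl3 counts is therefore not settled, and the bounds do not measure a fall in gubernaculum cells. Its receptor gene Rxfp2 (ENSMUSG00000053368) fell from 45.7 ± 5.40 CPM (edgeR's normalized counts; SD, n = 3) in WT to 1.76 ± 0.258 in INSL3-KI, a log2 fold change of -4.70 (standard error 0.17, edgeR adjusted p = 5.7e-07). In INSL3-KO its 3 libraries had 415, 434 and 1390 counts, a log2 fold change of -1.35 (standard error 0.44, edgeR adjusted p = 0.029). That value rested on replicate 3 of INSL3-KO, without which it was -2.11 (edgeR adjusted p = 8.6e-05). Compared directly, Rxfp2 was lower in INSL3-KI than in INSL3-KO by a log2 fold change of -3.38 (standard error 0.51, edgeR adjusted p = 0.0011). At P23 Insl3 had between 9 and 27 counts per WT library and 12, 28 and 0 in the INSL3-KI libraries (log2 fold change -0.74, standard error 1.35, edgeR adjusted p = 0.72), so its few counts do not part the groups at that age. The log2 fold change of Rxfp2 in P23 INSL3-KI was -5.50 (standard error 1.11, edgeR adjusted p = 0.030), past the threshold when INSL3-KI replicate 2 was left out (-7.03, edgeR adjusted p = 0.0087).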

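In P8 gubernaculum, 15500 genes were tested between INSL3-KI and WT, of which 1503 were called lower and 2238 higher in INSL3-KI. Between INSL3-KO and WT, 15609 genes were tested, and 2374 were called lower and 2420 higher in INSL3-KO. The alternative that moved the numbers of lower genes most was limma on log2(FPKM + 1), with 882 genes lower in INSL3-KI and 1345 lower in INSL3-KO. In INSL3-KO the median log2 fold change of all genes was 0.035. The alternatives that moved it most moved the balance of lower and higher genes the same way. Removing each library's GC and length trend, which also re-centres the library, was chosen after seeing the data. With that removal the median was -0.18, with 2412 lower and 1768 higher. With library size as the only normalization it was 0.20 (1988 lower and 3029 higher), with limma on log2(FPKM + 1) 0.15 (1345 and 2161) and on log2(FPKM + 0.1) 0.22 (1915 and 3234). With all gubernaculum groups in 1 fit the median was 0.033, with 1927 lower and 1526 higher. The 3 genes with the largest falls in INSL3-KI were Myf6, Vgll2 and Trim54, all muscle genes. Myf6 had 145 ± 44.2 CPM (SD, n = 3) in WT and none in INSL3-KI, at least 1653-fold lower. Vgll2 was at least 1285-fold lower and Trim54 at least 957-fold lower. In INSL3-KO the largest falls were those of Adnp, at least 1678-fold lower, Cep85l (log2 fold change -9.05) and Styx (-7.59), 3 genes that the muscle lists do not hold. Styx was over 2-fold lower in every library of the second table, which holds P8 INSL3-KO, than in every library of the first, which holds P8 WT.
Lists of genes for the processes named in the paper were written by hand and tested with camera, a test of whether the genes of a list move together against all other genes, with Benjamini-Hochberg adjustment over 45 lists. Of 56 sarcomere genes, 54 were called lower in INSL3-KI (55 when adjusted over the list alone), with a median log2 fold change of -8.71 (camera adjusted p = 3.7e-26). In INSL3-KO, 52 of them were called lower (53 when adjusted over the list alone), with a median of -2.35 (camera adjusted p = 1.1e-17). Without any 1 of the libraries, the median stayed between -9.49 and -8.59 in INSL3-KI and between -2.40 and -2.26 in INSL3-KO. A direct comparison of the mutants gave a median of -5.75 for INSL3-KI against INSL3-KO (camera adjusted p = 5.7e-14), with 49 sarcomere genes called lower and 1 called higher in INSL3-KI. The preset correlation between genes that camera assumes matters for these p-values. The sarcomere list was also called with fry (adjusted p = 7.6e-06 in INSL3-KI and 4.8e-06 in INSL3-KO), but not with camera when the correlation was estimated from the data (0.12 and 0.13). Over the 11 comparisons of groups, camera called 177 lists, of which fry called 154 and camera with the estimated correlation 2, the sperm flagellum list in P23 INSL3-KO testis and the list of myogenic regulators in P23 INSL3-KI gubernaculum.
The list of 64 genes of the actin cytoskeleton behaved differently. It had a median log2 fold change of 0.08 in INSL3-KI (camera adjusted p = 0.69) and of -0.32 in INSL3-KO (0.24), with 10 and 12 of its genes called lower, the same numbers when adjusted over the list alone. Fry called it lower in both (adjusted p = 0.028 and 3.9e-04). In a one-sided Fisher's exact test for over-representation among the genes called lower, chosen after seeing the data, the adjusted p was 0.23 for the 10 genes in INSL3-KI and 0.62 for the 12 in INSL3-KO. In the same test the sarcomere list had adjusted p-values of 4.5e-51 and 1.6e-36.

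**Figure D1:**
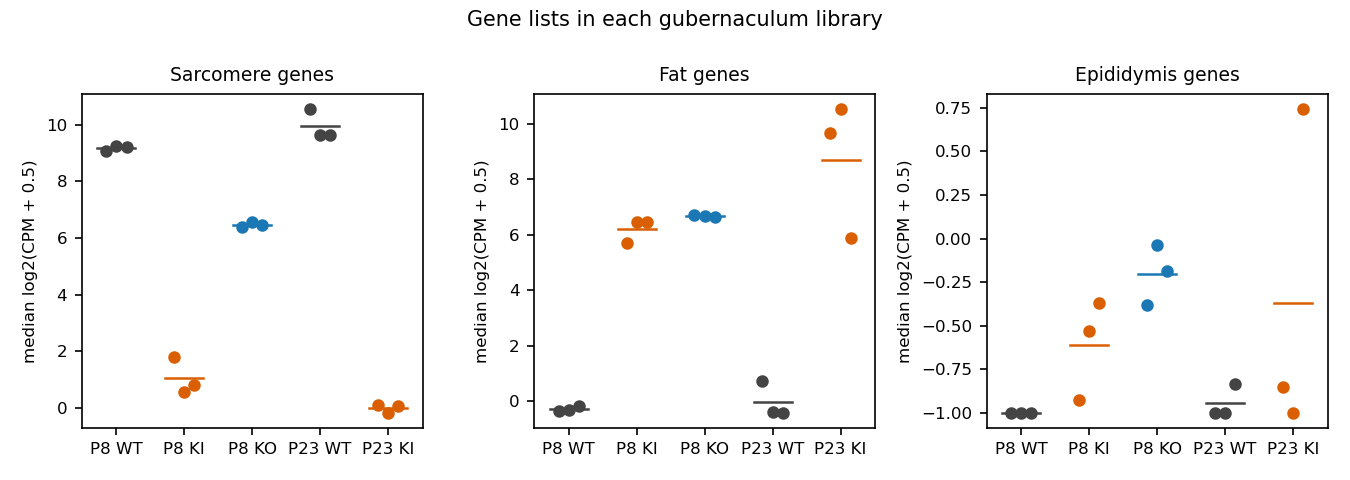
Median expression of the sarcomere, fat and epididymis lists (log2 of CPM plus a small constant) in each gubernaculum library. Points are libraries, lines are group means, and the sarcomere list lies lower in every INSL3-KI and INSL3-KO library than in every WT library of the same age.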

At postnatal day 8 (P8), both *INSL3*-KI and *INSL3*-KO mice exhibited downregulation of muscle development and cytoskeletal organization genes (Fig. 4B). However, *INSL3*-KO mice showed additional strong downregulation of Notch and AMPK signaling components (Fig. 4C), suggesting that cetacean INSL3 partially retains RXFP2 signaling capacity and mitigates some transcriptional defects seen in the *INSL3*-KO condition. This distinction is visually apparent in the P8 gubernaculum transcriptome overview (Fig. 4D), where the scatter plot and marginal densities reveal gene sets uniquely altered in *INSL3*-KO or *INSL3*-KI mice, and the Venn diagram shows only partial overlap of significantly differentially expressed genes between the two comparisons.

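The Notch list, of which 49 genes were tested, had a median log2 fold change of -0.20 in INSL3-KO gubernaculum (camera adjusted p = 0.086), with 11 genes called lower and 3 higher, the 11 also when adjusted over the list alone. In INSL3-KI its median was 0.12 (camera adjusted p = 0.75), with 1 gene called lower and 8 higher. The AMPK list had a median of -0.09 in INSL3-KO (camera adjusted p = 0.82), with 23 genes called lower and 20 higher, and of -0.01 in INSL3-KI (99 genes tested, camera adjusted p = 0.98), with 15 lower and 19 higher. The sign of the AMPK median in INSL3-KI changed when replicate 1 or replicate 3 of INSL3-KI was left out, to 0.03 each time. With library size as the only normalization, the AMPK median was 0.30 in INSL3-KI and 0.08 in INSL3-KO.
In INSL3-KO, fry called the Notch list lower (adjusted p = 3.9e-04) and the AMPK list higher (0.0034), against the sign of its median. It called neither in INSL3-KI. Among the genes called lower in INSL3-KO, which made up 15.2% of the genes tested, neither list was over-represented after adjustment (adjusted p = 0.35 for Notch and 0.12 for AMPK). With INSL3-KI compared directly with INSL3-KO, the Notch list was higher in INSL3-KI by a median log2 fold change of 0.49 (camera adjusted p = 8.1e-04), with 9 genes called higher and 1 lower. Removing each library's trend with GC content and transcript length, an alternative chosen after seeing the data, reduced that median to 0.14. Camera then placed the Notch list lower relative to other genes, without calling it (adjusted p = 0.12). In the same direct comparison the AMPK median was 0.08 (camera adjusted p = 0.86), with 18 genes called lower and 12 higher, and its sign changed without INSL3-KI replicate 2 (-0.02). With the same trend removed, camera called the AMPK list lower in INSL3-KI than in INSL3-KO (-0.21, adjusted p = 5.2e-04) and higher in INSL3-KO than in WT (0.034, where the median of all genes was -0.18; adjusted p = 0.013). From the Notch and AMPK genes lowered only in INSL3-KO, the paper proposes that cetacean INSL3 keeps part of its signalling through RXFP2 and so lessens some of the defects that follow the loss of INSL3.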

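Of the 15182 genes tested in both P8 gubernaculum comparisons, 994 were called lower and 1381 higher in both mutants, and 49 were called in opposite directions. Genes not called in the same direction in the other mutant were counted as called only in a single mutant. They numbered 509 lower and 857 higher in INSL3-KI, and 1380 lower and 1039 higher in INSL3-KO. These counts include the genes called in opposite directions and take in all genes tested in each comparison. The shared genes made up 66.1% of those called lower in INSL3-KI and 41.9% of those called lower in INSL3-KO. Across genes, the log2 fold changes of the mutants correlated with a Pearson coefficient of 0.74 and a Spearman coefficient of 0.65. Genes are not independent replicates, and both comparisons use the same WT libraries. When unchanged mutant groups were simulated against those WT libraries, the median Pearson coefficient was 0.53, the median Spearman coefficient 0.50 and the number of shared calls 0. Being called in a single mutant does not show that the mutants differ. The direct comparison of the mutants called 1650 genes lower and 1865 higher in INSL3-KI than in INSL3-KO, out of 15642 tested.
Among the genes called lower in both mutants were 51 of the sarcomere genes (Fisher's exact test, adjusted p = 1.5e-53), and 8 of the 64 actin cytoskeleton genes (adjusted p = 0.21). Among those called lower only in INSL3-KO were 10 of 48 Notch genes (Fisher's exact test, p = 0.0098, adjusted p = 0.44) and 14 of 99 AMPK genes (adjusted p = 1).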

**Figure 4:**
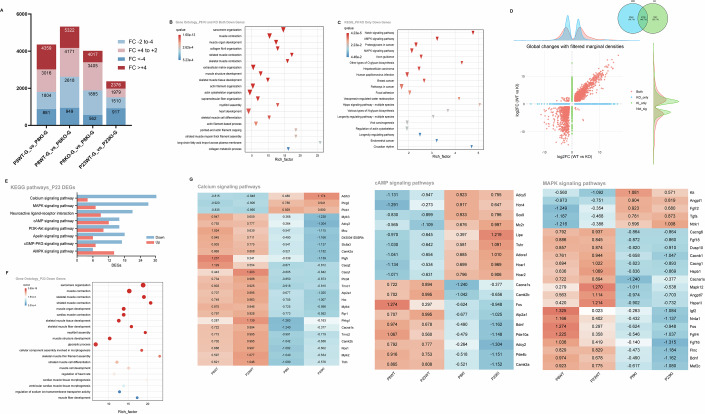
Cetacea Insl3 induced changes in the gubernaculum transcriptome. (**A**) Number of differentially expressed genes in the gubernaculum of 8-day-old and 23-day-old mice. (**B**) Bubble map of GO terms enriched in genes downregulated in both *INSL3*-KI and *INSL3*-KO gubernaculum at P8 vs WT. (**C**) Bubble map of GO terms enriched in genes downregulated only in *INSL3*-KO gubernaculum at P8 vs WT. (**D**) Overview of transcriptomic changes in the gubernaculum at P8. Scatter plot of log₂FC values (WT vs *INSL3*-KO on the x-axis, WT vs *INSL3*-KI on the y-axis) with marginal density curves showing the distribution of each gene category (red: Both, orange: *INSL3*-KO_only, green: *INSL3*-KI_only, gray: Not_sig; *p*adj <0.01). The Venn diagram illustrates the overlap of significantly differentially expressed genes between the two comparisons (blue: WT vs *INSL3*-KO, green: WT vs *INSL3*-KI). Enrichment pathway analysis of differentially expressed genes in KGEE at P23 (**E**) stages. (**F**) Bubble map showing the downregulated GO terms enriched in *INSL3*-KI gubernaculum compared with the control at P23. (**G**) Heatmaps showing gene expression changes in the calcium, MAPK, and cAMP signaling pathways. RNA-seq data are based on *n* = 3 independent biological replicates per group. Differential expression was analyzed with DESeq2 (*p*adj < 0.01).

At postnatal day 23 (P23), the *INSL3*-KO gubernaculum was too severely degenerated and reduced in size to permit RNA isolation, whereas *INSL3*-KI mice displayed a marked increase in downregulated genes compared to P8 (Fig. 4A). 

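In P23 gubernaculum, 15082 genes were tested between INSL3-KI and WT, of which 355 were called lower and 32 higher in INSL3-KI, and 5063 had an unadjusted p under 0.05. The same test called more genes lower at P8, where the INSL3-KI libraries differed less from each other. Both P23 counts depended on single libraries. They were 19 lower without WT replicate 2 and 499 lower without INSL3-KI replicate 2, and 0 higher without WT replicate 1 and 139 higher without INSL3-KI replicate 2. With DESeq2 the counts were 1385 lower and 828 higher, and with all gubernaculum groups in 1 edgeR fit they were 1467 lower and 1013 higher. In that fit the P8 comparison of INSL3-KI with WT gave 1198 genes lower.
The genes with the largest falls at P23 were Csrp3, Trdn and Cacna1s, none of which was detected in INSL3-KI. Csrp3 had 786 ± 282 CPM (SD, n = 3) in WT and was at least 10380-fold lower in INSL3-KI (edgeR adjusted p = 0.0026, up to 0.022 with 1 library left out), Trdn at least 8781-fold lower and Cacna1s at least 7141-fold lower. The largest rises were those of Ralgapa2 (log2 fold change 3.98, standard error 0.52, edgeR adjusted p = 0.0096), Gsta3 (3.97) and Slc25a10 (3.87). The calls of these 6 genes were lost without WT replicate 2 (edgeR adjusted p = 0.060 for Ralgapa2, 0.027 for Gsta3 and 0.060 for Slc25a10).
Whether the effect of INSL3-KI differs between the ages was tested directly, as the difference between the KI-against-WT log2 fold changes at P23 and at P8. Of 16016 genes tested, 31 had a lower and 14 a higher log2 fold change at P23, and 4094 had an unadjusted p under 0.05. These counts were 0 and 0 without P8 WT replicate 1, 222 lower without P23 INSL3-KI replicate 2 and 251 higher without P23 INSL3-KI replicate 3.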

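Among the 355 genes called lower in P23 INSL3-KI gubernaculum, which made up 2.35% of the genes tested, were 14 of 120 tested genes of the calcium list (22 when adjusted over the list alone), 10 of 183 of the MAPK list (21 when adjusted over the list alone), 6 of 143 of the cAMP list (7) and 3 of 187 of the PI3K-Akt list (3). In one-sided Fisher's exact tests, chosen after seeing the data, the adjusted p for over-representation was 7.8e-06 for calcium, 0.058 for MAPK, 0.46 for cAMP and 1 for PI3K-Akt. With DESeq2 calls in place of edgeR's, 34 calcium genes and 34 MAPK genes were lower and both lists were over-represented (adjusted p = 1.3e-08 and 2.7e-04), while cAMP and PI3K-Akt were not (0.43 and 0.61). The lists overlap, with 54 of the 123 calcium genes and 108 of the 192 MAPK genes also held by another list.
As whole lists, the calcium genes had a median log2 fold change of -0.12 (camera adjusted p = 0.037), the MAPK genes of -0.04 (0.13), the cAMP genes of 0.22 (0.82) and the PI3K-Akt genes of 0.18 (0.93). Fry called the calcium, MAPK and cAMP lists lower (adjusted p = 6.8e-04, 6.4e-04 and 0.025), for cAMP against the sign of its median, and camera with an estimated correlation called none of the 4 (0.52 for calcium). The median of the calcium list was 0.03 without WT replicate 2 and 0.05 without WT replicate 3, and its call was lost without WT replicate 3 (camera adjusted p = 0.12), INSL3-KI replicate 2 (-0.22, 0.16) or INSL3-KI replicate 3 (-0.13, 0.055). The median of the MAPK list was 0.02 without WT replicate 2, and that of the PI3K-Akt list was -0.14 without INSL3-KI replicate 2. With library size as the only normalization, which moved the median of all genes from 0.11 to 0.41, the calcium and MAPK medians were 0.21 and 0.23. Relative to other genes, camera still called the calcium list lower with it (adjusted p = 7.6e-04) and did not call MAPK (0.053). The difference between the ages was -0.37 for the calcium list (camera adjusted p = 0.030), -0.08 for MAPK (0.39), -0.05 for cAMP (0.55) and 0.09 for PI3K-Akt (0.65).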

KEGG enrichment analysis revealed that downregulated genes in the P23 *INSL3*-KI gubernaculum were predominantly associated with calcium, MAPK, cAMP, and PI3K–Akt signaling pathways. (Fig. 4E). 

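Of the 56 sarcomere genes, 38 were called lower in P23 INSL3-KI gubernaculum and 51 when adjusted over the list alone. Their median log2 fold change was -10.53 (camera adjusted p = 2.4e-43), or -10.33 with undetected genes at their bound, and it stayed between -10.75 and -10.23 when 1 library was left out. The list was over-represented among the genes called lower (one-sided Fisher's exact test, adjusted p = 1.2e-47), and the matching Reactome pathway had a median of -9.33. The INSL3-KI effect on the list at P23 differed from that at P8 by a median log2 difference of -2.74 (camera adjusted p = 7.9e-06). No gene of the list was called in that test (0 of 56), and at an unadjusted p under 0.05, 30 were lower and 3 higher at P23. The library medians of the list in INSL3-KI were already 0.979 to 3.03 CPM at P8 and 0.396 to 0.592 at P23, near the floor, so the size of this difference is uncertain.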

Gene ontology (GO) enrichment analysis of these downregulated genes highlighted muscle structure and function-related processes, such as sarcomere organization, muscle contraction, and myofibril assembly, consistent with impaired gubernacular function during testicular descent (Fig. 4F). Given the known roles of calcium, MAPK, and cAMP pathways in testicular descent, we further examined DEGs within these cascades at both P8 and P23. 

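The genes legible in the heat maps of Fig. 4G were taken as lists. The study picked these genes on the same libraries, so that the lists are not independent evidence. Of the 18 calcium genes, 10 were called lower at P23 and 16 when adjusted over the list alone, with a median log2 fold change of -7.01 (camera adjusted p = 4.2e-14). Adrb3 was the exception, with a log2 fold change of 9.19 at P23 and of 5.68 at P8. Its P23 value was not past the threshold (standard error 1.75, edgeR adjusted p = 0.026). Of the 8 cAMP genes shown as lowered, 5 were called lower (7 when adjusted over the list alone; median -3.85), and of the 8 shown as raised 1 was called higher (8 when adjusted over the list alone; median 4.80). Of the 16 MAPK genes shown as lowered, 6 were called lower (12 when adjusted over the list alone; median -3.39), and of the 4 shown as raised 0 were called and 2 were when adjusted over the list alone (median 2.39), with all 4 higher at an unadjusted p under 0.05. Fgf10, among the MAPK genes shown as lowered, had a log2 fold change of -0.78 at P8 (standard error 0.23, edgeR adjusted p = 0.022) and of 1.41 at P23 (standard error 0.63, edgeR adjusted p = 0.18).
At P8 the same genes already differed between INSL3-KI and WT. The calcium genes had a median log2 fold change of -5.68 with 17 called lower, all 8 lowered and all 8 raised cAMP genes were called in the direction of the heat map, and so were 15 of the 16 lowered and all 4 raised MAPK genes.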

Heatmaps revealed pronounced changes in *INSL3*-KI mice, supporting the idea that disruption of these signaling networks contributes to the observed gubernacular abnormalities and cryptorchid phenotype (Fig. 4G).

### Cryptorchidism in *INSL3*-KI mice impairs their fertility potential

A 6-month fertility assessment of *INSL3*-KI mice showed that homozygous males were completely infertile, while the fertility of heterozygous males and females remained unaffected (Fig. 5A). Testes of *INSL3*-KI mouse were characterized at different ages. At postnatal day 20 (P20), *INSL3*-KI mice showed a slight, non-significant reduction in testicular weight, while *INSL3*-KO mice exhibited a significant reduction. At postnatal day 40 (P40) and postnatal day 60 (P60), *INSL3*-KI testes were up to 70% lighter than those of WT mice (Fig. 5B). The testicular structure of the seminiferous tubules (STs) was assessed and classified as normal (all germ cell layers present and correctly positioned), abnormal (germ cell loss or misplacement), or Sertoli cell-only (SCO, no germ cells). No variation in the percentage of normal seminiferous tubules was observed in WT mice across all ages. However, at P20, a few abnormal seminiferous tubules were already observable in the testes of *INSL3*-KO mice. In addition, seminiferous tubule abnormalities in *INSL3*-KI mice did not appear until P40, at which point nearly all tubules in *INSL3*-KO mice were already abnormal. At P60, seminiferous tubules in both *INSL3*-KO and *INSL3*-KI mice predominantly degenerated into SCO (Fig. 5C,D). Additionally, since the tight and adherens junctions between Sertoli cells are crucial components of the blood-testis barrier, they facilitate the migration of developing germ cells from the basal to adluminal compartments of the seminiferous tubules. In *INSL3*-KI mice, however, Sertoli cell nuclei were frequently located towards the lumen of the seminiferous tubules with associated germ cell disorganization. Meanwhile, mature spermatozoa were reduced in the epididymis of *INSL3*-KI mice compared to WT mice. Analysis using the computer-assisted sperm analysis (CASA) system further revealed a severely reduced sperm motility in *INSL3*-KI mice (Fig. 5E,F).

**Figure 5:**
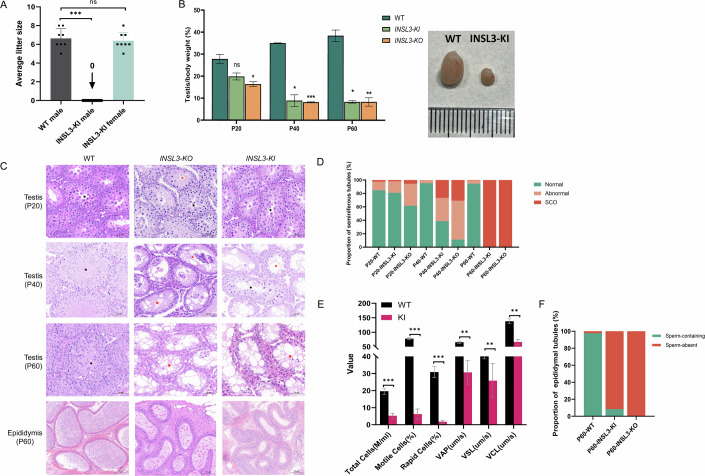
Cryptorchidism in *INSL3*-KI mice impairs their fertility potential. (**A**) The average litter size was measured to evaluate the fertility of mice (Data were shown as mean ± s.e.m. *n* = 8 mice, biological replicates. Statistical significance was determined using two-tailed *t*-tests. Exact *p* values: WT male vs KI male, *p* = 0.0009; WT male vs KI female, *p* = 0.6217. ***p < 0.001; ns not significant). (**B**) Testicular organ index of mice at different periods (Data were shown as mean ± s.e.m. *n* = 4 mice, biological replicates. Statistical significance was determined using ANOVA tests. Exact *p* values: P20 WT vs KO, *p* = 0.0434; P20 WT vs KI, *p* = 0.1054; P20 KO vs KI, *p* = 0.4562; P40 WT vs KO, *p* = 0.0009; P40 WT vs KI, *p* = 0.0261; P40 KO vs KI, *p* = 0.7598; P60 WT vs KO, *p* = 0.0018; P60 WT vs KI, *p* = 0.0198; P60 KO vs KI, *p* > 0.9999. *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant). (**C**) HE-stained micrograph of mouse testis and epididymis. Scale bar, 100 μm. Black circles indicate normal seminiferous tubules (all germ cell layers present and correctly positioned), red triangles indicate abnormal tubules (germ cell loss or misplacement), and red stars indicate Sertoli cell-only (SCO) tubules (no germ cells). Scale bar, teste: 50 μm, epididymis: 100 μm. (**D**) Percentage stacked bar chart showing the proportion of seminiferous tubules classified as normal, abnormal, or Sertoli cell-only (SCO) in WT, *INSL3*-KO, and *INSL3*-KI mice at different developmental stages. Data were obtained from 3–4 mice per group, with no fewer than 150 tubules evaluated per group. (**E**) ACASA system was used to measure spermatozoa motility parameters. Spermatozoa were collected from the cauda epididymis of P60 mice. VAP average path velocity, VSL straight-line velocity, VCL curvilinear velocity (Data were shown as mean ± s.e.m. *n* = 5 mice, biological replicates. Statistical significance was determined using two-tailed *t*-tests. Exact *p* values: WT vs KI, Total Cells *p* = 0.0009, Motile Cells *p* < 0.0001, Rapid Cells *p* = 0.0001, VAP *p* = 0.0046, VSL *p* = 0.0098, VCL *p* = 0.001. *p < 0.05, **p < 0.01, ***p < 0.001). (**F**) Percentage stacked bar chart showing the proportion of epididymal tubules containing or lacking sperm in WT, *INSL3*-KO, and *INSL3*-KI mice at P60. Data were obtained from four mice per group, with no fewer than 50 tubules evaluated per group. Source data are available online for this figure.

### Transcriptomic alterations in the testes induced by cetacean INSL3

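Testis libraries came from WT, INSL3-KI and INSL3-KO mice at P8 and P23 and from WT and INSL3-KI mice at P40, with 3 biological replicates per group, and were sequenced and mapped by the authors in the same way as the gubernaculum libraries. The P8 and P40 libraries of WT and INSL3-KI mice and the P23 libraries of INSL3-KI mice stand in the first of the deposited tables, and the INSL3-KO libraries and the P23 WT libraries in the second. At P8, WT and INSL3-KO thus differ by table as well as by genotype, and at P23 the same holds for WT and INSL3-KI. At P8, total counts ranged from 35014761 to 39398483 in WT (median 38261275), from 33000204 to 36944626 in INSL3-KI (median 35618625) and from 36720955 to 41518622 in INSL3-KO (median 37208122). At P23 they ranged from 38548819 to 39470969 in WT (median 39003917), from 36344484 to 42629270 in INSL3-KI (median 39518451) and from 36689418 to 41885132 in INSL3-KO (median 40852299), and at P40 from 34680790 to 42256290 in WT (median 38849273) and from 36105922 to 38951216 in INSL3-KI (median 36394834). Counts were processed and DEGs called as for the gubernaculum. The biological coefficient of variation was 0.200 in WT, 0.326 in INSL3-KI and 0.0708 in INSL3-KO at P8, 0.0735, 0.337 and 0.0900 in the same groups at P23, and 0.115 in WT and 0.362 in INSL3-KI at P40.
In INSL3-KI mice the coding sequence of mouse Insl3 is replaced, so that counts on the mouse gene do not measure the cetacean transcript. At P8 mouse Insl3 stood at 83.2 ± 9.54 CPM (SD, n = 3) in WT, at 0.858% of that in INSL3-KI and at 25.1% in INSL3-KO, where each library had between 613 and 906 counts of it. Its log2 fold change against WT was -6.96 in INSL3-KI (standard error 0.25, edgeR adjusted p = 4.8e-04) and -2.12 in INSL3-KO (standard error 0.13, edgeR adjusted p = 3.5e-05). The call in INSL3-KI was lost when P8 WT replicate 2 was left out, as were all other calls of that comparison. At P23 the level was 634 ± 65.6 CPM in WT, 0.283% of that in INSL3-KI and 0.0066% in INSL3-KO, with at most 5 counts in an INSL3-KO library. At P40 it was 632 ± 90.6 CPM in WT and 2.06% of that in INSL3-KI.

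**Figure D2:**
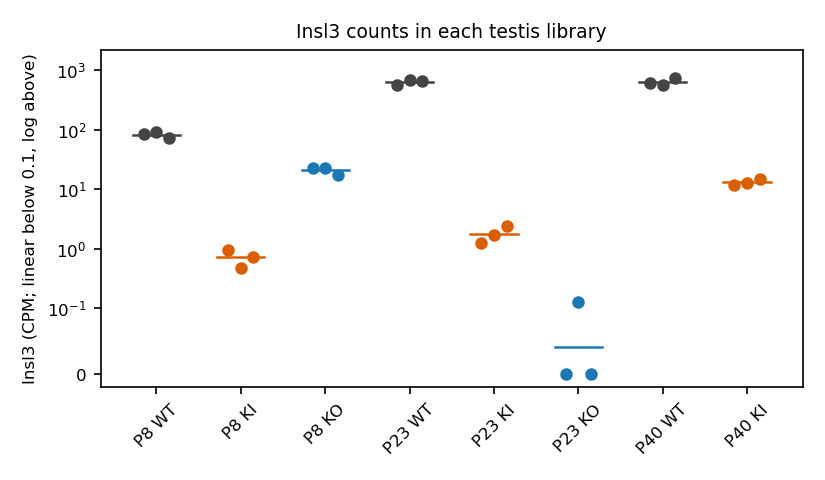
Normalized counts (CPM) of mouse Insl3 in each testis library, on an axis that is logarithmic above 0.1. Points are libraries and lines are group means, and the INSL3-KO libraries keep 20.9 CPM on average at P8 and 0.042 CPM at P23.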

RNA-seq analysis was performed on testes from WT, *INSL3*-KI, and *INSL3*-KO mice at three key developmental stages (P8, P23, and P40) to investigate the molecular basis of infertility in cryptorchid KI mice. *INSL3*-KO mice were included at P8 and P23 to determine whether cetacean INSL3 simply recapitulates a KO phenotype; P40 *INSL3*-KO testes were not analyzed because prolonged cryptorchidism at this stage is dominated by nonspecific thermal damage. 

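In INSL3-KI testis against WT, 511 genes were called lower and 476 higher at P8 (15702 tested), 1966 lower and 1462 higher at P23 (16603 tested), and 3690 lower and 4264 higher at P40 (16677 tested). In INSL3-KO testis, 1316 genes were called lower and 855 higher at P8 (15723 tested), and 5584 lower and 5199 higher at P23 (16732 tested). The INSL3-KI counts depended on single libraries. At P8 they were 0 lower and 0 higher without WT replicate 2, and between 1 and 14 in all without WT replicate 3 or INSL3-KI replicate 1 or 3, although 7530 genes had an unadjusted p under 0.05 with all libraries. At P23 they were 282 lower and 90 higher without WT replicate 2 and 2661 lower without INSL3-KI replicate 3, and at P40 they were 2268 lower without WT replicate 1 and 5274 lower without INSL3-KI replicate 1. The counts of INSL3-KO at P23 stayed between 5503 and 5721 lower and between 5041 and 5104 higher. A fold-change threshold of 4 gave 2409 lower and 1127 higher at P40. Scaling on the Sertoli cell list, chosen for counts after seeing the data, gave 10903 lower and 48 higher there, with the median of all genes moved to -1.89. Library size as the only normalization set the median log2 fold change of all genes at 0.70 and gave 2458 lower and 6583 higher. DESeq2 called 1127 lower and 1013 higher in INSL3-KI at P8 and 5154 lower and 3956 higher at P40. The P23 INSL3-KI and P8 INSL3-KO counts include the difference between the tables.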

Across stages, DEG numbers indicated progressive damage in *INSL3*-KI testes, with *INSL3*-KO mice showing earlier and more extensive downregulation (Fig. 6A). 

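In P8 INSL3-KI testis, Insl3 itself, Cbln4 (log2 fold change -5.84) and Adamts16 (-5.45) had the largest falls. Meiob, a gene of meiotic recombination, rose from undetected levels to 32.2 ± 18.4 CPM (SD, n = 3), at least 379-fold, followed by Kctd19 (log2 fold change 8.53, or 6.54 without INSL3-KI replicate 2) and Tesmin (5.95, or 4.37 without it). All these calls were lost when WT replicate 2 was left out. In P8 INSL3-KO testis the largest falls were those of Rasgef1b (-6.02), Fgf2 (-5.94) and Ulbp1 (-5.62), and the largest rises those of Nupl1 (9.62), Fam221b (6.84) and Ptp4a1 (6.49). Of these, Fgf2 and Ulbp1 were lower and Nupl1 and Ptp4a1 higher by over 2-fold in every library of the second table, which holds P8 INSL3-KO, than in every library of the first, which holds P8 WT.
A list of 48 meiosis genes, of which 44 were tested, was higher in both mutants. Its median log2 fold change was 2.43 in INSL3-KI (camera adjusted p = 1.8e-13), with 25 genes called higher (30 when adjusted over the list alone) and 0 lower, and 1.99 in INSL3-KO (camera adjusted p = 2.5e-10), with 32 called higher (also 32 when adjusted over the list alone) and 0 lower. At an unadjusted p under 0.05, 40 of the 44 genes were higher in INSL3-KI and 37 in INSL3-KO, and again 0 were lower. Fry called the list in both (adjusted p = 0.018 and 0.0029). With 1 library left out, the median stayed between 1.93 and 2.72 in INSL3-KI and between 1.82 and 2.39 in INSL3-KO. DESeq2 called 34 of these genes higher in INSL3-KI. The mutants did not differ in this list (median 0.34, camera adjusted p = 0.24). Of the 46 meiosis genes found in the tables, 38 were above 1 CPM in P8 WT testis.
The genes legible in Appendix Fig. S1 went the other way. The 6 genes Gli1, Myh9, Six5, Spata21, Tmem119 and Wnt5a, which the study picked on these samples and which are therefore not independent evidence, had a median of -1.37 in INSL3-KI (camera adjusted p = 0.0018), with 4 called lower and all 6 when adjusted over the list alone, and of -1.40 in INSL3-KO (camera adjusted p = 0.0034), with all 6 called lower, also when adjusted over the list alone. The spermatogonia list had a median of -0.07 in INSL3-KI (camera adjusted p = 0.88) and of 0.13 in INSL3-KO (0.96). In INSL3-KI that median was 0.26 without WT replicate 1 and 0.07 without INSL3-KI replicate 2, and in INSL3-KO it was -0.10 without WT replicate 3.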

At P8, *INSL3*-KI and *INSL3*-KO testes showed relatively few transcriptomic differences from WT, with modest suppression of genes linked to meiosis and spermatogenesis (Appendix Fig. S1). By P23, *INSL3*-KO testes displayed substantially more DEGs than *INSL3*-KI, and KO-specific downregulated genes were enriched for spermatogenesis-related functions, indicating more severe germ cell loss in *INSL3*-KO (Fig. 6B,C).

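At P23 the largest falls in INSL3-KO testis were those of Acsbg2, which had 326 ± 3.38 CPM (SD, n = 3) in WT and was at least 5092-fold lower, Csnka2ip (at least 5090-fold lower) and Tex35 (at least 4821-fold lower). In INSL3-KI they were those of Pfn3 (at least 380-fold lower), Nupl1 and Insl3. Nupl1 was over 2-fold higher in every library of the second table, which holds P23 WT, than in every library of the first, which holds P23 INSL3-KI.
Of the 16403 genes tested in both P23 comparisons, 1721 were called lower and 1087 higher in both mutants, and 60 were called in opposite directions. Counted as for the gubernaculum, out of all genes tested in each comparison, 245 were lower only in INSL3-KI and 3863 only in INSL3-KO. The shared genes made up 87.5% of those called lower in INSL3-KI and 30.8% of those called lower in INSL3-KO. Without WT replicate 2 the shared genes numbered 243 lower and 36 higher, and without INSL3-KI replicate 3 there were 2255 lower. Across genes, the log2 fold changes had a Pearson coefficient of 0.77 and a Spearman coefficient of 0.79, against medians of 0.30 and 0.27 for simulated unchanged mutants that share the WT libraries, where no genes were shared.
Among the genes lower only in INSL3-KO were 33 of 46 meiosis genes (Fisher's exact test, adjusted p = 1.4e-10) and 71 of 88 genes of the sperm flagellum (adjusted p = 5.2e-28). Among those lower in both were 19 of 26 round spermatid genes (adjusted p = 3.3e-12) and 11 of 16 elongated spermatid genes (9.8e-07). Both comparisons rest on the P23 WT libraries, whose elongated spermatid genes lay above their P40 WT level (median log2 difference 0.81). WT mice older than their label are not excluded. In the direct comparison 2131 genes were lower and 4131 higher in INSL3-KI than in INSL3-KO, with 723 lower without INSL3-KI replicate 1 and 3599 lower without INSL3-KI replicate 3. With each library's GC and length trend removed, an alternative chosen after seeing the data, 5196 were lower and 3073 higher. The median log2 fold change of all genes then moved from 0.019 to -0.58. That step also re-centres each library on its mean log count. Before it, the fold changes followed GC content and length only weakly (Spearman coefficients 0.09 and 0.10). The reversed balance is therefore not shown to come from a GC and length trend. Without that removal, the meiosis list was higher in INSL3-KI by a median log2 fold change of 2.42 (camera adjusted p = 8.5e-11), the flagellum list by 6.60 (4.3e-20) and the round spermatid list by 7.51 (2.8e-08), or 7.20 with undetected genes at their bound. Against WT, the meiosis list had a median of -2.80 in INSL3-KO (camera adjusted p = 2.4e-08), with 40 genes called lower (also 40 when adjusted over the list alone). In INSL3-KI its median was -0.34 (0.036), with 7 called lower (6 when adjusted over the list alone). That INSL3-KI call was lost with fry (0.067), without WT replicate 1 (-0.29, camera adjusted p = 0.053) and without INSL3-KI replicate 3 (-0.30, 0.20), and its sign changed with library size as the only normalization (0.13).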

**Figure 6:**
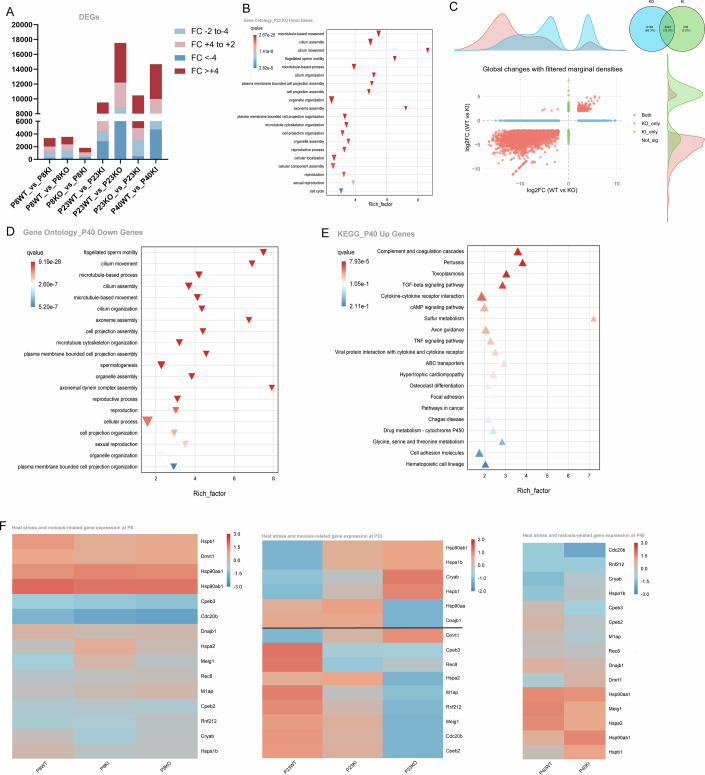
Transcriptome differences between *INSL3*-KI and wild-type testes. (**A**) Number of differentially expressed genes in the testis of 8, 23, and 40-day-old mice. (**B**) Bubble map showing the downregulated GO terms enriched in *INSL3*-KO testis compared with control at P23. (**C**) Overview of transcriptomic changes in the testes at P23. Scatter plot of log₂FC values (WT vs *INSL3*-KO on the x-axis, WT vs *INSL3*-KI on the y-axis) with marginal density curves showing the distribution of each gene category (red: Both, orange: *INSL3*-KO_only, green: *INSL3*-KI_only, gray: Not_sig; padj < 0.01). The Venn diagram illustrates the overlap of significantly differentially expressed genes between the two comparisons (blue: WT vs *INSL3*-KO, green: WT vs *INSL3*-KI). (**D**) Bubble map showing the downregulated GO terms enriched in *INSL3*-KI testis compared with control at P40. (**E**) Pathway enrichment analysis of upregulated genes in KGEE at the P40 stage. (**F**) Heatmaps showing gene expression changes in the heat stress and meiosis-related genes. RNA-seq data are based on *n* = 3 independent biological replicates per group.

By P40, *INSL3*-KI testes exhibited 4,699 downregulated genes, predominantly involved in meiotic progression, sperm flagella formation, and motility, consistent with the absence of elongated sperm at this stage (Fig. 6D). 

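In P40 INSL3-KI testis, where both groups stand in 1 table, Bpifa3 (76.9 ± 9.13 CPM in WT; SD, n = 3), Lrrc69 and Adam34 had the largest falls, at least 1136-fold, 488-fold and 321-fold. The elongated spermatid list had 16 genes tested and a median log2 fold change of -9.21 (camera adjusted p = 6.0e-06), with 15 genes called lower, also when adjusted over the list alone. The round spermatid list had a median of -7.52 (26 genes, camera adjusted p = 6.9e-08), with 22 called lower (24 when adjusted over the list alone). The flagellum list had a median of -3.02 (89 genes, camera adjusted p = 4.7e-11), with 34 called lower (26 when adjusted over the list alone). The meiosis list had a median of -1.13 (46 genes, camera adjusted p = 0.0013), with 7 genes called lower (5 when adjusted over the list alone) and 1 higher. Fry called all 4 of these lists, and camera with an estimated correlation called none of them.
Among the genes called lower, which were 22.1% of those tested, the flagellum list was over-represented (one-sided Fisher's exact test, chosen after seeing the data, adjusted p = 0.0064) and the meiosis list was not (adjusted p = 1). With DESeq2 calls, 22 of the 46 meiosis genes were lower (Fisher's exact test, p = 0.012, adjusted p = 0.11) and 82 of the 89 flagellum genes (adjusted p = 2.4e-32). The Reactome pathway that matches the meiosis list had a median of -0.32 (camera adjusted p = 0.70).

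**Figure D3:**
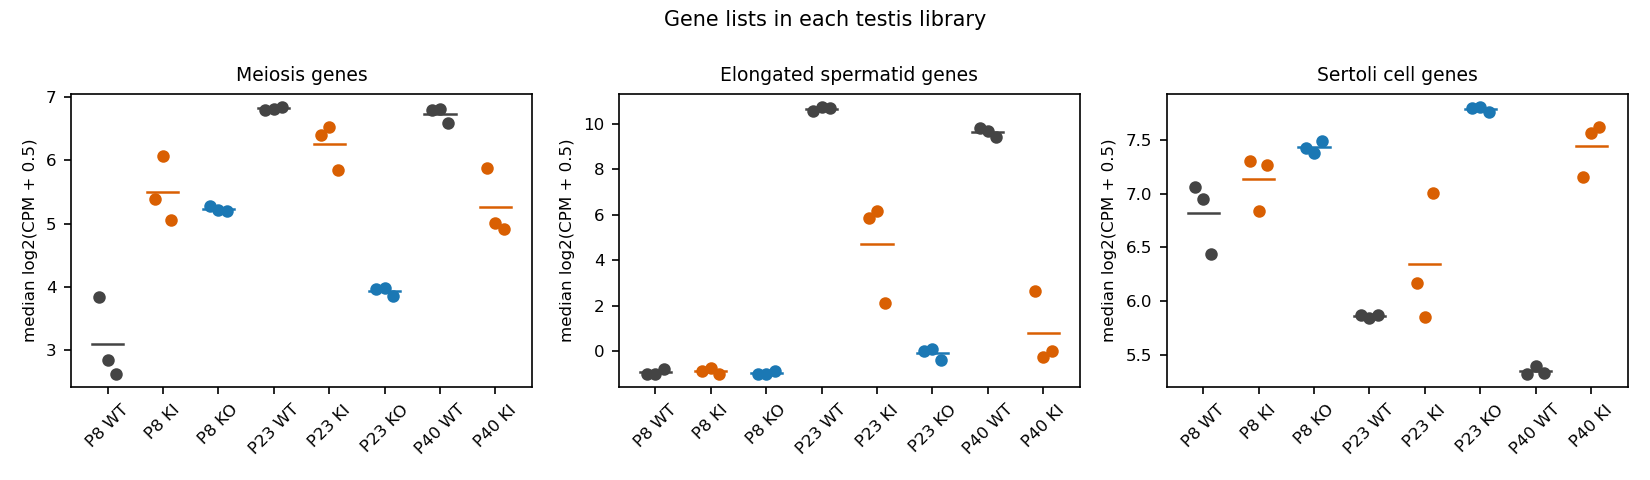
Median expression of the meiosis, elongated spermatid and Sertoli cell lists (log2 of CPM plus a small constant) in each testis library. Points are libraries and lines are group means. At P40 the INSL3-KI libraries lie below the WT libraries for the first pair of lists and above them for Sertoli cells, and at P8 the INSL3-KI and INSL3-KO libraries lie above WT for meiosis.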

Concurrently, upregulated genes were enriched in inflammatory pathways (including complement and coagulation cascades, TGF-β, and TNF signaling) and heat shock proteins, indicating a sustained inflammatory state likely triggered by elevated intra-abdominal temperature. These findings support a model in which cryptorchidism in *INSL3*-KI mice exposes the testes to chronic heat stress, leading to inflammation, meiotic disruption, and defective spermatid differentiation, ultimately resulting in infertility (Fig. 6E,F; Appendix Fig. S2). 

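The TGF-β list had a median log2 fold change of 1.02 in P40 INSL3-KI testis (73 genes tested, camera adjusted p = 0.0035), with 34 genes called higher (36 when adjusted over the list alone) and 5 lower. The TNF list had a median of 1.06 (80 genes, camera adjusted p = 8.7e-04), with 38 called higher (also 38 when adjusted over the list alone) and 4 lower. The complement and coagulation list had a median of 1.69 (64 genes, camera adjusted p = 0.080), with 30 called higher (31 when adjusted over the list alone) and 10 lower, and camera called it without WT replicate 3 (1.79, adjusted p = 0.034). Fry called it with all libraries (adjusted p = 0.045). In one-sided Fisher's exact tests, chosen after seeing the data, all 3 lists were over-represented among the genes called higher, which were 25.6% of those tested (adjusted p = 7.5e-04 for complement, 3.7e-04 for TGF-β and 1.4e-04 for TNF). Scaling on the Sertoli cell list moves all genes of a library alike. It put the medians at -0.97 for TGF-β, -0.94 for TNF and -0.32 for complement, still above the median of all genes. Camera called all 3 higher relative to other genes (adjusted p = 0.0011, 0.019 and 7.9e-10). With a shift common to all genes, those calls are no further evidence that the lists rose relative to other genes.
A list of 41 heat shock and chaperone genes, of which 40 were tested, had a median of -0.31 (camera adjusted p = 0.30), with 10 genes called higher and 11 lower (the same numbers when adjusted over the list alone), and fry called it lower (adjusted p = 0.0093). Its median was 0.30 with library size as the only normalization. The 14 heat-inducible genes without testis-specific forms had a median of 1.38 (camera adjusted p = 0.048), with 9 called higher and 1 lower, also when adjusted over the list alone. That call was lost without WT replicate 1 (1.36, camera adjusted p = 0.053) or INSL3-KI replicate 1 (1.42, 0.063), and with Sertoli cell scaling (median -0.61, camera adjusted p = 0.48). Over-representation among the genes called higher gave adjusted p = 0.0088 for the heat-inducible list and 0.92 for the longer one.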

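The heat maps of Fig. 6F show genes that the study picked on these libraries, so that these lists are not independent evidence. Of the 7 heat stress genes, 4 were called higher in P40 INSL3-KI testis and 1 lower, also when adjusted over the list alone, with a median log2 fold change of 1.19 (camera adjusted p = 0.71, fry 0.0084). Hspb1 rose most (1.98, standard error 0.21, edgeR adjusted p = 4.5e-04). Dnajb1 was called lower (-2.08, standard error 0.42, edgeR adjusted p = 0.0048), while Hspa2 (-2.33, edgeR adjusted p = 0.021) and Hsp90aa1 (-1.35, 0.027) were lower without being called. Of the 8 meiosis genes, 5 were called lower, also when adjusted over the list alone, with a median of -2.68 (camera adjusted p = 0.038) that was -2.86 without INSL3-KI replicate 1 (0.061). The largest falls were those of Cdc20b (-4.00) and Cpeb2 (-3.39). Dmrt1 was called higher (1.78, standard error 0.13, edgeR adjusted p = 2.4e-04). From the lowered germ cell genes and the raised inflammation and heat shock genes, the paper proposes a model. In it, cryptorchidism exposes the testes of INSL3-KI mice to lasting heat stress, which brings inflammation, disturbs meiosis and spermatid differentiation, and ends in infertility.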

Interestingly, while naturally cryptorchid mammals maintain normal spermatogenesis despite abdominal testis position, the inflammation observed in *INSL3*-KI testes suggests that such species may exhibit distinct molecular adaptations, a possibility further explored in the Discussion.

## Discussion

Cryptorchidism is a common congenital defect in newborns. While early surgery can correct cryptorchidism, the risk of infertility and testicular cancer remains elevated in adulthood, with ~10% of males experiencing fertility issues having a history of the condition (Jungwirth et al, 2012). Recent research on cryptorchidism in mammals reveals molecular mechanisms involving accelerated evolution and convergence in genes and pathways such as Hedgehog signaling and WNT/BMP morphogenesis, contributing to testicular descent and thermal adaptation across species (Chai et al, 2021a; Chai et al, 2021b; Chai et al, 2022; Chai et al, 2021c).

In our evolutionary analysis of *INSL3* and *RXFP2*, we did not observe any premature stop codons or complete disruptions of known functional domains or conserved RXFP2-interacting motifs. Specifically, INSL3 comprises a signal peptide, B-chain, C-chain, and A-chain; the mature hormone contains only the A- and B-chains, with the B-chain binding the high-affinity LRR region and the A-chain interacting with the TM domain of RXFP2 (Bruell et al, 2017; Esteban-Lopez and Agoulnik, 2020; Halls et al, 2005). In cetaceans, most amino acid changes are located in the signal peptide and C-chain—both removed during maturation—while the A- and B-chains are overall highly conserved, with only a few lineage-specific substitutions (e.g., a Valine residue in some rodents and cetaceans) (Fig. EV3). This substitution is not shared across all naturally cryptorchid taxa and is therefore unlikely to represent a convergent adaptation. This structural conservation supports the view that cetacean INSL3 likely retains partial functionality rather than being a fully inactivated pseudogene.

**Figure EV3:**
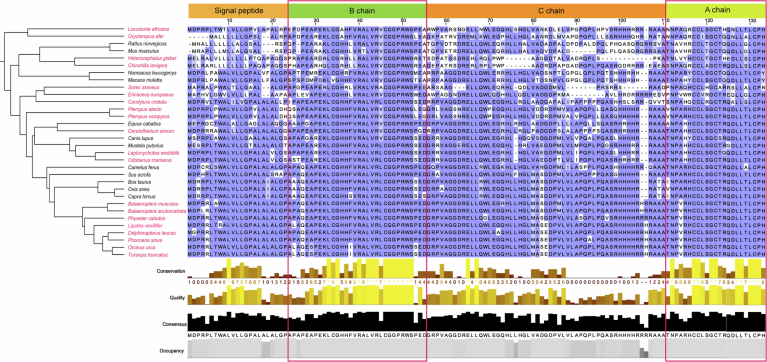
The sequence of mammalian INSL3. The red Latin name is cryptorchid mammals, and the black Latin name is scrotal mammals. The two functional domains of the mature INSL3 protein are marked in red boxes.

Intriguingly, we detected that the dN/dS ratios of *INSL3* and *RXFP2* in naturally cryptorchid species were significantly increased, though no convergent amino acid substitutions were identified. Additionally, we observed that the dN/dS ratio of *INSL3* in cetaceans was the highest among all cryptorchid groups (Table EV1). Based on these findings, we selected cetaceans as a representative cryptorchid lineage for functional validation by generating cetaceanized mice, analogous to humanized models, to characterize their functional changes in vivo. To achieve this, we precisely replaced the mouse *Insl3* coding sequence with the full-length cetacean *INSL3* coding sequence at the endogenous mouse locus, maintaining the native promoter and regulatory elements. This strategy ensures physiological expression levels and spatiotemporal patterns identical to wildtype mice, allowing us to directly assess the functional consequences of cetacean-specific sequence evolution in vivo. While this model cannot entirely disentangle the effects of cetacean ligand divergence from the absence of the mouse ligand, the tri-group design (WT, KI, KO) enables us to evaluate the degree to which cetacean INSL3 retains—or fails to retain—mouse INSL3 function.

RXFP2 serves as the sole receptor for INSL3 in vivo (Bogatcheva et al, 2003). Studies in RXFP2-transfected HEK293T cells have shown receptor activation leads to Gαs coupling, cAMP production, and subsequent CRE-dependent gene transcription (Halls et al, 2007). Our cellular experiments confirmed that cetacean INSL3 bound effectively to mouse RXFP2, likely due to conserved binding sites across species. The matching phenotypes in single and double knock-in mouse models further supported this (Fig. EV2). The primary reason for the insufficient activation of downstream pathways following INSL3 binding appeared to be the inadequate activation of PKA by cAMP. This may be due to INSL3 mediating other pathways to activate PKA in gubernacular cells, but this requires further investigation.

The gubernaculum plays a central role in testicular descent, originating in the inguinal region as mesenchymal cells within the oblique abdominal muscle fibers (Backhouse, 1964; Backhouse and Butler, 1960). In the first phase, INSL3 is recognized as the key hormone driving gubernacular thickening, while AMH and testosterone may also contribute (Kubota et al, 2002). The gubernaculum contacts the mesonephric duct and testis, forming a cord and bulb structure. At this stage, collagen fibers accumulate, and myoblast differentiation begins. During the second phase, the gubernaculum extended into the inguinal canal, forming the processus vaginalis. Testosterone, either directly or through genitofemoral nerve stimulation, induces gubernacular contraction, guiding the testis into the scrotum (Amann and Veeramachaneni, 2007). Following descent, the gubernaculum regressed, leaving a fibrous connection between the testis and scrotum, eventually forming part of the cremaster muscle (Backhouse, 1982). Through comparison of WT, *INSL3*-KO, and *INSL3*-KI mice, we found that in cetaceanized *INSL3*-KI mice, the first phase of descent occurred normally, but the second phase was abnormal. Histological analysis suggested impaired myoblast differentiation in these mice, preventing gubernacular contraction in the second phase of descent. 

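A list of regulators of myogenesis, of which 16 of 17 genes were tested, had a median log2 fold change of -8.89 in P8 INSL3-KI gubernaculum (camera adjusted p = 9.1e-11), with 15 genes called lower, also when adjusted over the list alone. In P23 INSL3-KI gubernaculum the median was -8.87 (camera adjusted p = 7.1e-18), or -7.57 with undetected genes at their bound, with 10 genes called lower and 15 when adjusted over the list alone. At P23 this list was also called by camera with an estimated correlation (adjusted p = 0.027). In P8 INSL3-KO its median was -2.44 (camera adjusted p = 5.4e-07), with 12 genes called lower.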

Transcriptome sequencing of the *INSL3*-KI gubernaculum also revealed downregulation of genes enriched in muscle structure and function-related processes.

The molecular mechanisms underlying gubernaculum development remain poorly understood. Previous studies have shown that the INSL3/RXFP2 pathway induced WNT and BMP developmental pathways, and in *Rxfp2*^*−/−*^ mice, the expression of developmental signaling molecules such as β-catenin, NOTCH1, and WNT1 was reduced in the gubernaculum (De Toni et al, 2019; Esteban-Lopez and Agoulnik, 2020). Knockdown of β-catenin or Notch1 in the gubernaculum has also been shown to result in the absence of muscle layers (Kaftanovskaya et al, 2011). 

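Of the genes called in INSL3-KI gubernaculum, 40.2% were lower than in WT at P8 and 91.7% at P23. Both shares depend on how the libraries are scaled and fitted. With library size as the only normalization they were 26.5% and 80.6%, with DESeq2 41.6% and 62.6%, and with all gubernaculum groups in 1 fit 47.5% and 59.2%. The genes called higher at P8 that were tested at P23 lay above 0 there in 91.1% of cases, with a median log2 fold change of 1.39, but 20 of 2127 were called.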

In our study, transcriptome analysis of the gubernaculum in *INSL3*-KI mice during pre- and post-scrotal stages revealed that in the post-scrotal stage (accompanied by cryptorchidism), a larger proportion of downregulated genes were observed, with GO enrichment indicating involvement in muscle structure and function. KEGG pathway enrichment showed that downregulated genes were concentrated in calcium signaling, MAPK, and cAMP pathways, suggesting that the mechanism of cryptorchidism in cetaceans may be due to INSL3 impairing the regulation of these pathways, leading to weakened gubernacular contraction during the second phase of testicular descent. Additionally, in the pre-scrotal stage, most differentially expressed genes were upregulated, with GO terms enriched for anterior-posterior patterning, calcium release, and extracellular matrix organization, suggesting a potential compensatory response to mild damage in the first phase of gubernacular development.

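Genes called higher outnumbered genes called lower in P8 INSL3-KI gubernaculum in all the alternatives tried, with between 1323 higher against 1198 lower (all gubernaculum groups in 1 fit) and 3258 against 1151 (limma on log2(FPKM + 0.1)). The largest rises were those of Akr1b7, Spink8 and Aqp2. Akr1b7 had 1373 ± 624 CPM (SD, n = 3) in INSL3-KI and was at least 14285-fold higher than in WT, Spink8 was at least 12112-fold higher and Aqp2 at least 1811-fold higher. In INSL3-KO, Spink8 was at least 6826-fold higher than in WT. The collagen list, which covers only part of the extracellular matrix, had 42 genes tested. Its median log2 fold change was -1.10 in P8 INSL3-KI (camera adjusted p = 9.2e-08), with 22 genes called lower, also when adjusted over the list alone. A list for anterior-posterior patterning was not among those written.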

A recent study identified a connection between cryptorchidism and a higher incidence of male infertility (Trussell and Lee, 2004). An observational study highlighted that 89% of untreated individuals with bilateral cryptorchidism were diagnosed with azoospermia (Hadziselimovic, 2002). The cetacean *INSL3*-KI mice we developed exhibited both bilateral cryptorchidism and male infertility, characterized by seminiferous tubule atrophy, progressive loss of germ cells, and an inability to produce mature sperm (Fig. 5C). This contrasted with cetaceans’ ability to maintain normal reproduction despite natural cryptorchidism, suggesting that other key genes related with male reproduction function must have evolved for a healthy cryptorchidism in cetaceans. 

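Whether the effect of INSL3-KI on the testis differs between ages was tested as the difference between the KI-against-WT log2 fold changes of 2 ages. Against P8, 3902 genes had a lower and 4020 a higher log2 fold change at P40 (17354 tested), and 1677 had a lower and 2298 a higher one at P23 (17419 tested). The meiosis list moved by a median of -4.16 between P8 and P40 (camera adjusted p = 4.9e-08) and of -3.11 between P8 and P23 (1.6e-11), since it was above WT at P8. The flagellum list moved by -6.16 between P8 and P40, the complement list by 1.30 (camera adjusted p = 0.023), the TGF-β list by 1.03 and the TNF list by 1.06. The P23 values carry the difference between the tables as well, since WT and INSL3-KI stand in different ones at that age. The change between P23 and P40 was not tested.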

Analysis of the testicular transcriptome in *INSL3*-KI mice across different stages further revealed that post-cryptorchidism testicular damage is progressive. A key factor likely contributing to infertility in cryptorchid *INSL3*-KI mice is the abnormally elevated inflammatory response in the testes during the first wave of postnatal spermatogenesis. Undescended testes are exposed to elevated intra-abdominal temperatures, which can trigger heat stress responses, promote inflammatory cascades, and impair meiotic progression (Aldahhan et al, 2021; Sun et al, 2020; Wang et al, 2024). Consistent with this, our RNA-seq analysis revealed coordinated upregulation of heat stress–responsive genes (e.g., *Hspa1b* and *Hsp90ab1*) and inflammatory mediators, alongside downregulation of key meiotic regulators (e.g., *Rec8* and *Cpeb3*) in *INSL3*-KI testes. These transcriptional changes suggest that heat-induced inflammation may interfere with meiotic entry or progression, leading to germ cell loss and defective spermatogenesis. 

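Hspa1b (ENSMUSG00000090877) rose from 11.0 ± 3.73 CPM (SD, n = 3) in P40 WT testis to 32.7 ± 6.49 in INSL3-KI, a log2 fold change of 1.57 (standard error 0.28, edgeR adjusted p = 0.0030). Its call was lost without WT replicate 1 (edgeR adjusted p = 0.011) or WT replicate 2 (0.015). Its near-identical paralog Hspa1a can share its reads. Hsp90ab1 (ENSMUSG00000023944) rose from 475 ± 24.3 to 1082 ± 112 CPM, a log2 fold change of 1.19 (standard error 0.18, edgeR adjusted p = 0.0016), with adjusted p-values of 0.011 without WT replicate 1 or WT replicate 2. Rec8 (ENSMUSG00000002324) fell to 32.8 ± 5.44 CPM in INSL3-KI, a log2 fold change of -1.46 (standard error 0.22, edgeR adjusted p = 0.0016). Cpeb3 (ENSMUSG00000039652) fell from 168 ± 9.37 to 18.6 ± 2.16 CPM, a log2 fold change of -3.18 (standard error 0.14, edgeR adjusted p = 4.9e-05). The calls of Rec8 and Cpeb3 held without any 1 library.
At P23, where WT and INSL3-KI stand in different tables, the log2 fold changes were 1.84 for Hspa1b, 1.19 for Hsp90ab1, -1.22 for Rec8 and -3.30 for Cpeb3, and all 4 genes were called. The calls of Hspa1b and Hsp90ab1 there were lost without WT replicate 1 (edgeR adjusted p = 0.021 and 0.030), and that of Rec8 without WT replicate 1 (0.011) or WT replicate 2 (0.013). At P8, Rec8 was higher in INSL3-KI (1.64, edgeR adjusted p = 0.0055, up to 0.034 with 1 library left out) and Hsp90ab1 lower (-0.63, 0.0062, under a fold change of 2), while Cpeb3 (0.97, 0.014) and Hspa1b (-0.51, 0.071) were not past the threshold.
The largest rises at P40 were those of Car3 (4.90, edgeR adjusted p = 0.0043, or 0.022 without WT replicate 3), Ugt3a2 (4.61) and Efemp1 (3.97). Ugt3a2 also had the largest rise in P23 INSL3-KO testis (5.25), ahead of Tnfrsf12a (4.91) and Rab7b (4.69). In P23 INSL3-KI testis the largest rises were those of Hist2h2aa2 (at least 649-fold), Necab1 (6.01) and Wdfy2 (4.91). Hist2h2aa2 and Wdfy2 were over 2-fold lower in every library of the second table, which holds P23 WT, than in every library of the first.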

While we did not directly assess inflammation in naturally cryptorchid species, their ability to sustain normal spermatogenesis despite abdominal testis position raises the possibility that they have evolved mechanisms to modulate or suppress testicular inflammation, thereby protecting germ cell development. Elucidating such mechanisms will be an important direction for future research.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
HEK293T cells (*H. sapiens*)	Procell	CL-0005
Primary gubernacular cells (*M. musculus*)	C57BL/6 strain, male, postnatal day 5	This study
C57BL/6J (*M. musculus*)	GemPharmatech Co., Ltd.	This study
**Recombinant DNA**		
pcDNA3.1(+)	Thermo Fisher	V79020
**Antibodies**		
Rabbit anti-INSL3	ABclonal	Catalog NO. A5728
Rabbit Flag-Tag Ab	Affinity	Cat. # T0003
Rabbit anti-CREB(phosphor S133) antibody [E113]	Abcam	ab32096
Rabbit beta-tubulin	ABclonal	A12289
**Oligonucleotides and other sequence-based reagents**		
PCR Primers	This study	Appendix Table S1
**Chemicals, enzymes, and other reagents**		
DMEM high glucose	WISENT	319-005
Fetal bovine serum (FBS)	WISENT	086-150/110
TRYPSIN 0.25%/2.21 mM EDTA in HBSS	WISENT	325-043
Collagenase, Type 1	Diamond	A004194-0001
Actin-Tracker Green-488	Beyotime	C2201S
Multiwell TC Treated Plates, 6-Well, TC Treated	BBI	F603201-0001
recombinant proteins	Bankpeptide, Hefei, China	Customization
CCK-8 Cell Counting Kit	Vazyme	A311-01
Mouse Cyclic Adenosine Monophosphate (cAMP) ELISA Kit	JONLNBIO	JL13362
Mouse Protein kinase A(PKA) ELISA Kit	JONLNBIO	JL20309
RIPA Lysis Buffer	Beyotime	P0013C
180 kDa Plus Prestained Protein Marker	Vazyme	MP201
2 × Rapid Taq Master Mix	Vazyme	P222
VeZol Reagent	Vazyme	R411
Hifair Ill first Strand cDNA Synthesis SuperMix qPCR	YEASEN	11141ES10
Bouin’s fixative solution	Servicebio	G1121
Modified HTF Medium	FUJIFILM Irvine Scientific	90126
**Software**		
GraphPad Prism 10	https://www.graphpad.com	
ImageJ	https://imagej.nih.gov/ij/index.html	
CaseViewer	https://www.3dhistech.com/news/caseviewer-becomes-slideviewer/	
R (4.2.2)	https://www.r-project.org/	
RStudio (2022.07.2)	https://posit.co/download/rstudio-desktop/	
**Other**		
Illumina novaseq,6000	Illumina	

### Ethics statement

All the animal experiments were carried out in strict accordance with recommendations in the Regulations on the Management of Laboratory Animals of Nanjing Normal University. Protocols were approved by the Animal Ethical and Welfare Committee of Nanjing Normal University (approval ID: IACUC-20230402). All possible efforts were employed to reduce the number of animals used and also to minimize animal suffering.

### Animals

Cetacean *INSL3* gene knock-in mice in the C57BL/6 J background were generated by the GemPharmatech Co., Ltd. (Nanjing, China). The minke whale (*Balaenoptera acutorostrata*) *INSL3* allele was generated by targeting the cDNA of minke whale *INSL3* to its locus using homologous recombination. Both polymerase chain reaction (PCR) and Southern blotting approaches were used to verify the targeting to the *INSL3* locus. Targeted embryonic stem cell clones were used to produce chimeric animals using eight-cell stage injection. The knock-in male mice carrying a neomycin cassette were mated with Cre females to obtain offspring, then inbred to produce *INSL3*-KI homozygous and WT littermates. *INSL3*-KI homozygous mice without the neo cassette were used in all experiments. WT C57BL/6J mice, aged 10–14 weeks, were used in control groups. *RXFP2*-KI homozygotes were obtained using the same strategy, and *INSL3/RXFP2*-DKI mice were generated by breeding these with *INSL3*-KI mice. Animals were genotyped using primer sequences as shown in Appendix Table S1. The exclusive expression of cetacean INSL3 protein in these mice was confirmed by RT-PCR and Western blotting (Fig. EV4). Mice were housed in a conventional facility at 21 °C on a 12 h light–dark cycle with unrestricted access to food and water.

**Figure EV4:**
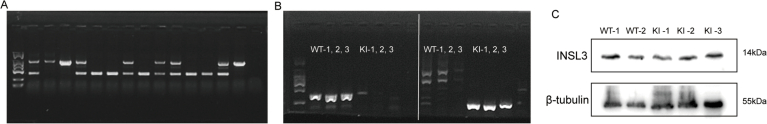
The cetacean *INSL3* gene knock-in mice were successfully constructed. (**A**) Agarose gel electrophoresis plot of genotyping. Lane 1: Maker DL2000; Lane 1, 4, 7, 9, 10, 13: heterozygote; Lane 2, 3, 14: homozygote; Lane 5, 6, 8, 11, 12: wildtype; Lane 15: blank control. (**B**) Agarose gel electrophoresis plot of RT-PCR. Lane 1: Maker DL2000; Lane 2–8: the primer was mouse *INSL3*; Lane 9–15: the primer was cetacean *INSL3*. (**C**) WB of mouse testicular proteins. Data were representative of *n* = 3 independent experiments.

### Species coverage and sequence acquisition

The evolutionary analyses covered a total of 46 mammals (include species with natural ‘cryptorchidism’ state and their close relatives) from 12 orders: Cetartiodactyla (sperm whale *Physeter catodon*, baiji *Lipotes vexillifer*, white whale *Delphinapterus leucas*, Yangtze finless porpoise *Neophocaena asiaeorientalis*, Indo-Pacific humpback dolphin *Sousa chinensis*, bottlenose dolphin *Tursiops truncatus*, minke whale *Balaenoptera acutorostrata*, blue whale *Balaenoptera musculus*, hippopotamus *Hippopotamus amphibius*, wild Bactrian camel *Camelus ferus*, cattle *Bos taurus*, goat *Capra hircus*, sheep *Ovis aries* and wild boar *Sus scrofa*), Perissodactyla (horse *Equus caballus* and white rhinoceros *Ceratotherium simum*), Carnivora (cat *Felis catus*, wolf *Canis lupus*, European polecat *Mustela putorius*, walrus *Odobenus rosmarus*, Weddell seal *Leptonychotes weddellii* and giant panda *Ailuropoda melanoleuca*), Chiroptera (black flying fox *Pteropus alecto*, large flying fox *Pteropus vampyrus* and David’s myotis *Myotis davidii*), Rodentia (European rabbit *Oryctolagus cuniculus*, prairie vole *Microtus ochrogaster*, Chinese hamster *Cricetulus griseus*, brown rat *Rattus norvegicus*, house mouse *Mus musculus*, naked mole-rat *Heterocephalus glaber*, common degu *Octodon degus*, long-tailed chinchilla *Chinchilla lanigera* and guinea pig *Cavia porcellus*), Primates (northern white-cheeked gibbon *Nomascus leucogenys*, humans *Homo sapiens*, rhesus macaque *Macaca mulatta* and treeshrew *Tupaia chinensis*), Eulipotyphla (common shrew *Sorex araneus*, European hedgehog *Erinaceus europaeus* and star-nosed mole *Condylura cristata*), Didelphimorphia (gray short-tailed opossum *Monodelphis domestica*), Proboscidea (African bush elephant *Loxodonta africana*), Sirenia (West Indian manatee *Trichechus manatus*), Tubulidentata (aardvarks *Orycteropus afer*), and Ornithorhynchidae (platypus *Ornithorhynchus anatinus*). The testicular position ofthe above mammals was collected from previous studies (Chai et al, 2021a; Hutson et al, 2016).

The protein-coding sequences (CDSs) were then downloaded from the NCBI database (https://www.ncbi.nlm.nih.gov/). In addition, partial or unannotated CDS was further verified using Blastn searches with custom Perl scripts. The longest transcript was retained for each gene in this analysis. To obtain better quality sequence alignments, we performed multiple sequence alignments for each orthologous gene using PRANK v.170427 (Löytynoja, 2014) combined with MACSE v2 (Ranwez et al, 2018) in the codon mode. The aligned sequences were then trimmed using Gblocks v0.91 (Talavera and Castresana, 2007) with default settings.

### Molecular evolution analyses

To assess the selective pressure on genes, we estimated the ratio of nonsynonymous (dN) and synonymous (dS) substitution rates (dN/dS), commonly referred to as the ω ratio, implemented in the CodeML program of the PAML software package v4.9 (Yang, 2007). The phylogenetic tree of the representative species used here was obtained from the TimeTree (Kumar et al, 2022). Terminal branches or taxa of all naturally cryptorchidism species were labeled as foreground branches and other branches as background branches. We detected the relaxed selection of genes using the branch model. The one-ratio model assumes that all branches on the phylogenetic tree have the same ω ratio against an alternative hypothesis (two-ratio model), which allows the ω ratio of the foreground branch to differ from that of the background branch. We used RELAX (DataMonkey, http://www.datamonkey.org/ (Wertheim et al, 2015) to detect selective pressure relaxation in naturally cryptorchid species, labeling their terminal branches as test branches and others as references. Then, we executed a likelihood ratio test with a chi-square distribution and applied the false discovery rate correction for multiple testing.

### Primary cell culture

The gubernaculum from 3- to 5-day-old mice were removed under an operating magnifier and incubated in Dulbecco’s modified Eagle’s medium (DMEM) with 1 mg/ml type I collagenase for one hour. Cells were collected by centrifugation and cultured in DMEM containing 10% fetal bovine serum (FBS) under 5% CO_2_ and 95% air. After 1 week, primary cells were harvested by trypsinization and transferred into each well of a six-well culture plate (Zhang et al, 2012). Subcultured cells were randomly grouped to apply concentration gradients of mouse and minke whale INSL3 protein cultures, respectively. All recombinant proteins were obtained from chemical synthesis (Bankpeptide, Hefei, China). Five independent experiments were performed, each of which was from a new primary culture preparation.

Primary gubernacular cells were isolated from *Mus musculus* (C57BL/6 strain, male, postnatal day 5). No genetic modification was introduced. Primary cultures were confirmed by morphology and immunostaining for α-smooth muscle actin. Mycoplasma testing was performed routinely (negative).

### Cell proliferation assay

1. Gubernaculum cells were seeded into 96-well plates and cultured in DMEM supplemented with 10% FBS for 24 h.
2. Cells were treated as indicated and harvested at the designated time points.
3. Cell proliferation was measured using the Cell Counting Kit-8 (CCK-8; Vazyme, Nanjing, China) according to the manufacturer’s instructions.
4. Absorbance at 450 nm was recorded using a microplate reader (Molecular Devices, Sunnyvale, CA, USA).

### Immunofluorescence staining

1. Gubernaculum cell monolayers were washed with phosphate-buffered saline (PBS) and fixed in 4% formaldehyde/PBS for 20 min.
2. Cells were permeabilized with 0.2% Triton X-100/PBS for 10 min.
3. F-actin was stained using Actin-Tracker Green (C2201S, Beyotime, China) diluted in PBS, incubated for 40 min.
4. Coverslips were mounted in DTG mounting medium (Sigma, USA).
5. Fluorescence images were acquired using a Leica fluorescence microscope.

### ELISA for cAMP and PKA

1. cAMP and PKA levels were quantified using commercial ELISA kits (Jianglai Biology, Shanghai, China).
2. Fifty microliters of the sample were incubated with 100 μL HRP-conjugated reagent for 1 h at 37 °C.
3. After washing, 50 μL detection reagent A and 50 μL detection reagent B were added sequentially and incubated for 15 min at 37 °C.
4. The reaction was terminated by adding 50 μL stop solution.
5. Absorbance at 450 nm was measured using an ELISA analyzer.

### Western blotting

1. Testes or cell lysates were prepared in RIPA buffer supplemented with freshly added protease inhibitor cocktail (Beyotime, China).
2. Proteins were separated on 8 or 10% SDS–PAGE gels and transferred to PVDF membranes.
3. Membranes were blocked with 5% BSA in TBST, incubated overnight at 4 °C with primary antibodies (ABclonal, China), washed three times in TBST, and incubated with HRP-conjugated secondary antibodies for 1 h at room temperature.
4. Protein sizes were verified using EZ-Run Prestained Rec Protein Ladder (Vazyme, Nanjing, China).
5. Signals were visualized using an Azure Imaging System 600, and figures were prepared in Adobe Photoshop.

### RT-qPCR

1. Total RNA was extracted from testes using Trizol Reagent (Vazyme, Nanjing, China) following the manufacturer’s instructions.
2. Two micrograms of RNA were reverse-transcribed using Hifair® Ⅰ First Strand cDNA Synthesis SuperMix for qPCR (YEASEN, Shanghai, China).
3. Quantitative PCR was performed with SYBR Green Mix (YEASEN) on a LightCycler 480 II system (Roche Applied Science, Mannheim, Germany).
4. Relative mRNA expression was determined by the ΔΔCt method.
5. Primer sequences are provided in Appendix Table S1.

### Histomorphological analysis

1. Freshly dissected testes were fixed in Bouin’s solution (G1121, Servicebio, China) for 20 h at room temperature and then transferred to 70% ethanol for storage before processing.
2. Samples were dehydrated through graded ethanol (70, 80, 95, and 100%), cleared in xylene, and embedded in paraffin.
3. Paraffin blocks were sectioned at 5 μm using a rotary microtome (Leica, Germany). Sections were mounted on glass slides and dried overnight at 37 °C.
4. For H&E staining, sections were deparaffinized, rehydrated, stained in hematoxylin for 5–10 min, rinsed, differentiated in acid alcohol, counterstained in eosin for 1–3 min, dehydrated, cleared, and mounted.
5. For gubernaculum analysis, tissues were fixed in 4% paraformaldehyde for 20 h before paraffin embedding, and sections were stained with Masson’s trichrome (Servicebio, China) according to the manufacturer’s protocol. Collagen fibers were visualized in blue and muscle fibers in red.
6. Stained sections were examined with a Leica DM5000 bright-field microscope, and images were captured using Leica Application Suite software.

### Fertility studies

1. Adult *INSL3*-KI males and WT females were housed together for 6 months in a standard breeding protocol (1 male:2 females per cage).
2. Litter size and number were recorded at each parturition to assess reproductive performance.
3. After 6 months of continuous breeding, male mice were euthanized under approved protocols.
4. Testes, epididymides, and gubernaculum were collected, weighed, photographed, and preserved for further analysis.

### Computer-assisted sperm analysis (CASA)

1. Spermatozoa were released from the cauda epididymis into modified HTF medium containing 10% FBS.
2. Samples were incubated for 10 min at 37 °C under 5% CO₂ to allow sperm to disperse.
3. A 10 μL suspension was loaded into macroslides and immediately analyzed using the CASA system (IVOS II; Hamilton Thorne, USA).
4. The system quantified sperm motility (%) and measured motion parameters, including VAP (average path velocity), VSL (straight-line velocity), VCL (curvilinear velocity), ALH (amplitude of lateral head displacement), BCF (beat cross frequency), STR (straightness of track), and LIN (linearity of track).

### RNA-seq analysis

Total RNA was extracted using TRIzol Reagent (Life Technologies, CA, USA), and RNA concentration and purity were measured with a NanoDrop 2000 (Thermo Fisher Scientific, DE, USA). Sequencing libraries were prepared using the Hieff NGS Ultima Dual-mode mRNA Library Prep Kit for Illumina (Yeasen Biotechnology, Shanghai) according to the manufacturer’s protocol, with index codes added for sample identification. Libraries were sequenced on an Illumina NovaSeq platform to generate 150 bp paired-end reads. The raw reads were further processed with a bioinformatic pipeline tool, the BMKCloud (www.biocloud.net) online platform. Raw data (raw reads) of fastq format were first processed through in-house Perl scripts. Hisat2 tools soft were used to map with the reference genome. Differential expression analysis of the two groups was performed using DESeq2. The resulting *P* values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *P* value < 0.01 and fold change ≥ 2 found by DESeq2 were assigned as differentially expressed. Gene Ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) was implemented by the clusterProfiler packages based on Wallenius non-central hyper-geometric distribution, which can adjust for gene length bias in DEGs. KEGG (Kanehisa et al, 2008) is a database for understanding biological functions from cells to ecosystems using molecular data; we used the KOBAS database (Mao et al, 2005) and clusterProfiler to test the enrichment of differentially expressed genes in KEGG pathways.

### Statistics

All statistical analyses were performed using R software (v4.3.2). Prior to applying statistical tests, data distribution was assessed using the Shapiro–Wilk test. For normally distributed data, parametric tests were applied: Student’s *t*-test (two groups) or one-way analysis of variance (ANOVA, multiple groups). For non-normally distributed data, nonparametric Wilcoxon–Mann–Whitney tests were used. When ANOVA indicated significant differences, post hoc Tukey’s multiple comparison tests were performed.

Sample sizes were chosen based on standard practice in reproductive biology and previous studies of comparable design; no formal sample size calculation was performed. Variance homogeneity between groups was examined using Levene’s test, and assumptions of the applied statistical tests were met unless otherwise indicated. Data were presented as mean ± SEM unless stated otherwise, and individual data points are shown where applicable. A *P* value <0.05 was considered statistically significant.

### Adherence to community standards

This study adheres to relevant community standards. All animal experiments were reported in accordance with the ARRIVE guidelines. RNA-seq experiments comply with the MINSEQE reporting standards, and sequencing data have been deposited in a public repository with accession numbers provided in the manuscript. We also followed the general recommendations of the ICMJE for scientific reporting. No clinical trials, systematic reviews, or prognostic marker studies were conducted; thus, CONSORT, PRISMA, and REMARK guidelines are not applicable.

## Supplementary information

Table EV1

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 5

Expanded View Figures

## Data Availability

Raw RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE305702 (URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE305702). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00636-w.

# Supplementary material for: Evolutionary relaxation and functional change of INSL3 and RXFP2 may underlie natural cryptorchidism in mammals
**Source:** EMBO Rep. 2025 Nov 11;26(24):6418–36. doi: 10.1038/s44319-025-00636-w
**Supplement:** Supplementary file 1 — Table EV1

**Table EV1 Evolutionary rates of INSL3 and RXFP2 in mammalian clades**

| Gene | Foreground branch | lnL (one ratio) | lnL (two ratio) | ω in background branch | ω in foreground branch | P value | FDR |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *INSL3* | Cryptorchid mammals | -3768.995064 | -3761.088812 | 0.17555 | 0.37219 | 6.99E-05 | 0.000629 |
|  | Scrotal mammals | -3768.995064 | -3765.07672 | 0.26746 | 0.15835 | 0.00512 | 0.011519 |
|  | Cetaceans | -3768.995064 | -3766.885279 | 0.21679 | 1.02108 | 0.03996 | 0.05994 |
|  | Hippopotamus | -3768.995064 | -3765.599296 | 0.21507 | 1.40146 | 0.009159 | 0.016486 |
|  | Afrotherians | -3768.995064 | -3764.936929 | 0.20779 | 0.56916 | 0.004387 | 0.011519 |
|  | Pinnipeds | -3768.995064 | -3768.373512 | 0.2228 | 0.07123 | 0.264874 | 0.264874 |
|  | Cryptorchid rodents | -3768.995064 | -3764.450898 | 0.20399 | 0.51677 | 0.002572 | 0.011519 |
|  | Flying foxes | -3768.995064 | -3768.108972 | 0.22016 | 0.246591 | 0.183112 | 0.23543 |
|  | Eulipotyphlans | -3768.995064 | -3768.365505 | 0.22852 | 0.16644 | 0.261818 | 0.264874 |
| *RXFP2* | Cryptorchid mammals | -22928.9352 | -22918.61941 | 0.20889 | 0.29051 | 5.57E-06 | 4.69E-05 |
|  | Scrotal mammals | -22928.9352 | -22927.87189 | 0.23994 | 0.21526 | 0.144759 | 0.325708 |
|  | Cetaceans | -22928.9352 | -22919.21962 | 0.22696 | 0.60546 | 1.04E-05 | 4.69E-05 |
|  | Hippopotamus | -22928.9352 | -22928.23162 | 0.23097 | 0.32961 | 0.235528 | 0.423951 |
|  | Afrotherians | -22928.9352 | -22922.23467 | 0.22214 | 0.33096 | 0.000251 | 0.000754 |
|  | Pinnipeds | -22928.9352 | -22928.87677 | 0.23216 | 0.18397 | 0.732452 | 0.824009 |
|  | Cryptorchid rodents | -22928.9352 | -22928.84442 | 0.23117 | 0.24557 | 0.670033 | 0.824009 |
|  | Flying foxes | -22928.9352 | -22928.69872 | 0.23221 | 0.1353 | 0.491628 | 0.737441 |
|  | Eulipotyphlans | -22928.9352 | -22928.9352 | 0.23199 | 0.23191 | 0.997743 | 0.997743 |

# Supplementary material for: Evolutionary relaxation and functional change of INSL3 and RXFP2 may underlie natural cryptorchidism in mammals
**Source:** EMBO Rep. 2025 Nov 11;26(24):6418–36. doi: 10.1038/s44319-025-00636-w
**Supplement:** Supplementary file 2 — Appendix

## Table of Content

|                                 |   |
|---------------------------------|---|
| <b>Appendix Figure S1</b> ..... | 1 |
| <b>Appendix Figure S2</b> ..... | 2 |
| <b>Appendix Table S1</b> .....  | 3 |

## Appendix Figure S1

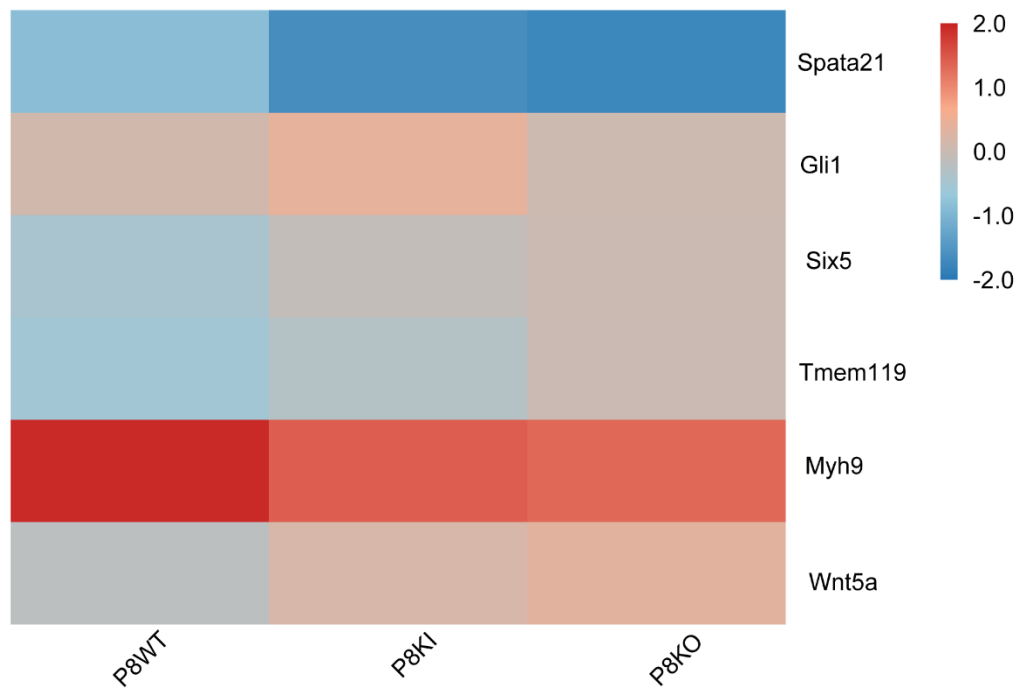

Appendix Figure S1 Heat map of the expression of meiosis and spermatogenesis related genes in the testes of mice at P8

Appendix Figure S2

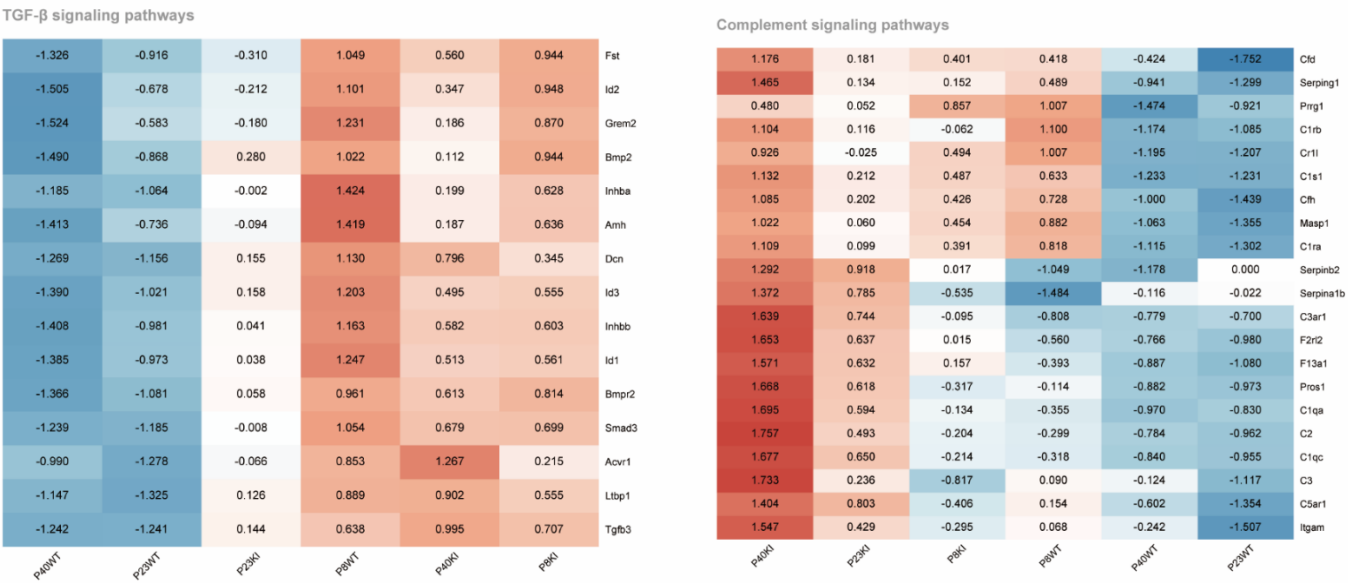

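The 21 complement genes legible in Appendix Fig. S2 all had log2 fold changes above 0 in P40 INSL3-KI testis, with a median of 2.49 (camera adjusted p = 1.1e-05). Of them, 19 were called higher and 20 when adjusted over the list alone. Cfd (5.19, standard error 1.28, edgeR adjusted p = 0.010) and Itgam (edgeR adjusted p = 0.018) were not called. All 15 TGF-β genes of the figure were called higher, also when adjusted over the list alone, with a median of 2.42 (camera adjusted p = 8.9e-05). The study picked both sets on these libraries, so that they are not independent evidence.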

Appendix Figure S2 Heatmaps showing gene expression changes in the complement and TGF-β signaling pathways.

### Appendix Table S1

Appendix Table S1 Primers used in this study to identify the genotype of transgenic mice.

| Primer            | Sequence                          |
|-------------------|-----------------------------------|
| <b>F-INSL3</b>    | 5'- TTCAAGGTCCCAAGCTGGACA -3'     |
| <b>R-INSL3</b>    | 5'- GACTCCAGTCTTTGCTATCAGGAGG -3' |
| <b>F-RXFP2</b>    | 5'- CCTTACCCTTCTTACACCGTGATGA -3' |
| <b>R-RXFP2</b>    | 5'- GGGATGTCTATCTTCCAAACACCG -3'  |
| <b>F-musINSL3</b> | 5'- CTGCTACTGATGCTCCTGGC -3'      |
| <b>R-musINSL3</b> | 5'- CAGACCCAACAGGTCTTGCT -3'      |
| <b>F-balINSL3</b> | 5'- GAAGCGCCAGAGAAGCTGT -3'       |
| <b>R-balINSL3</b> | 5'- CGAGTACCAGCATGGGGTC -3'       |

# Supplementary material for: Evolutionary relaxation and functional change of INSL3 and RXFP2 may underlie natural cryptorchidism in mammals
**Source:** EMBO Rep. 2025 Nov 11;26(24):6418–36. doi: 10.1038/s44319-025-00636-w
**Supplement:** Supplementary file 8 — Expanded View Figures

Expanded View Figures

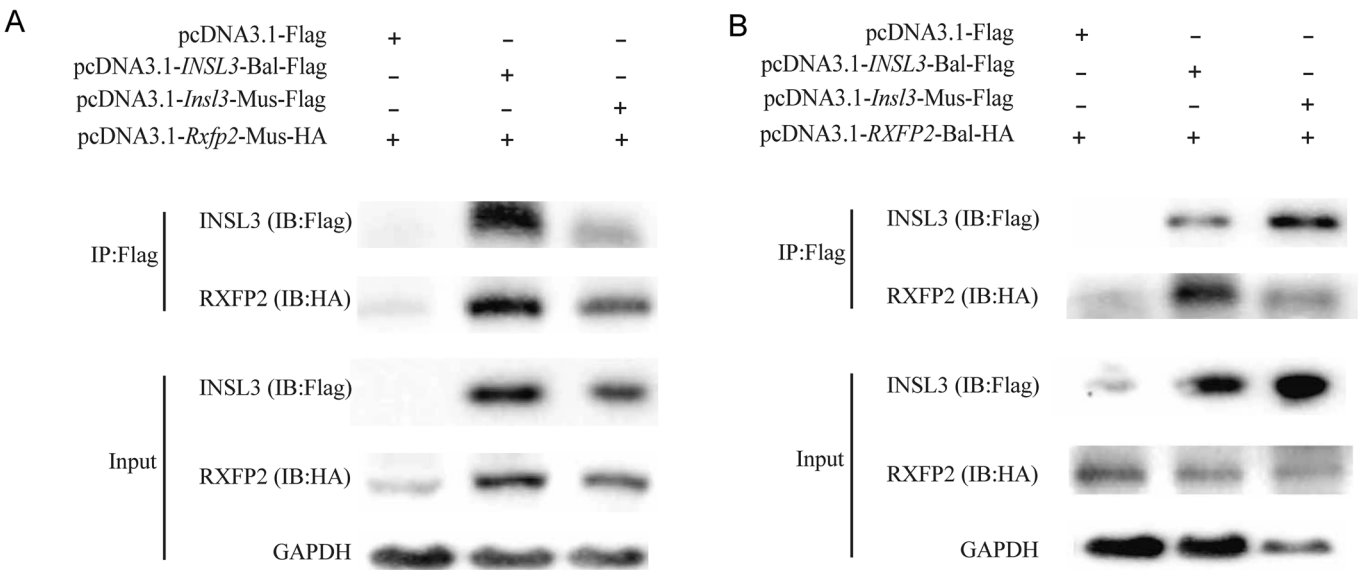

**Figure EV1. Co-IP assay of INSL3 and RXFP2 binding capacity in cetaces and mice.**

(A) Binding ability of the mouse RXFP2 receptor to mouse INSL3 and cetacean INSL3. (B) The binding ability of the cetacean RXFP2 receptor to mouse INSL3 and cetacean INSL3, respectively. Data were representative of  $n = 3$  independent experiments.

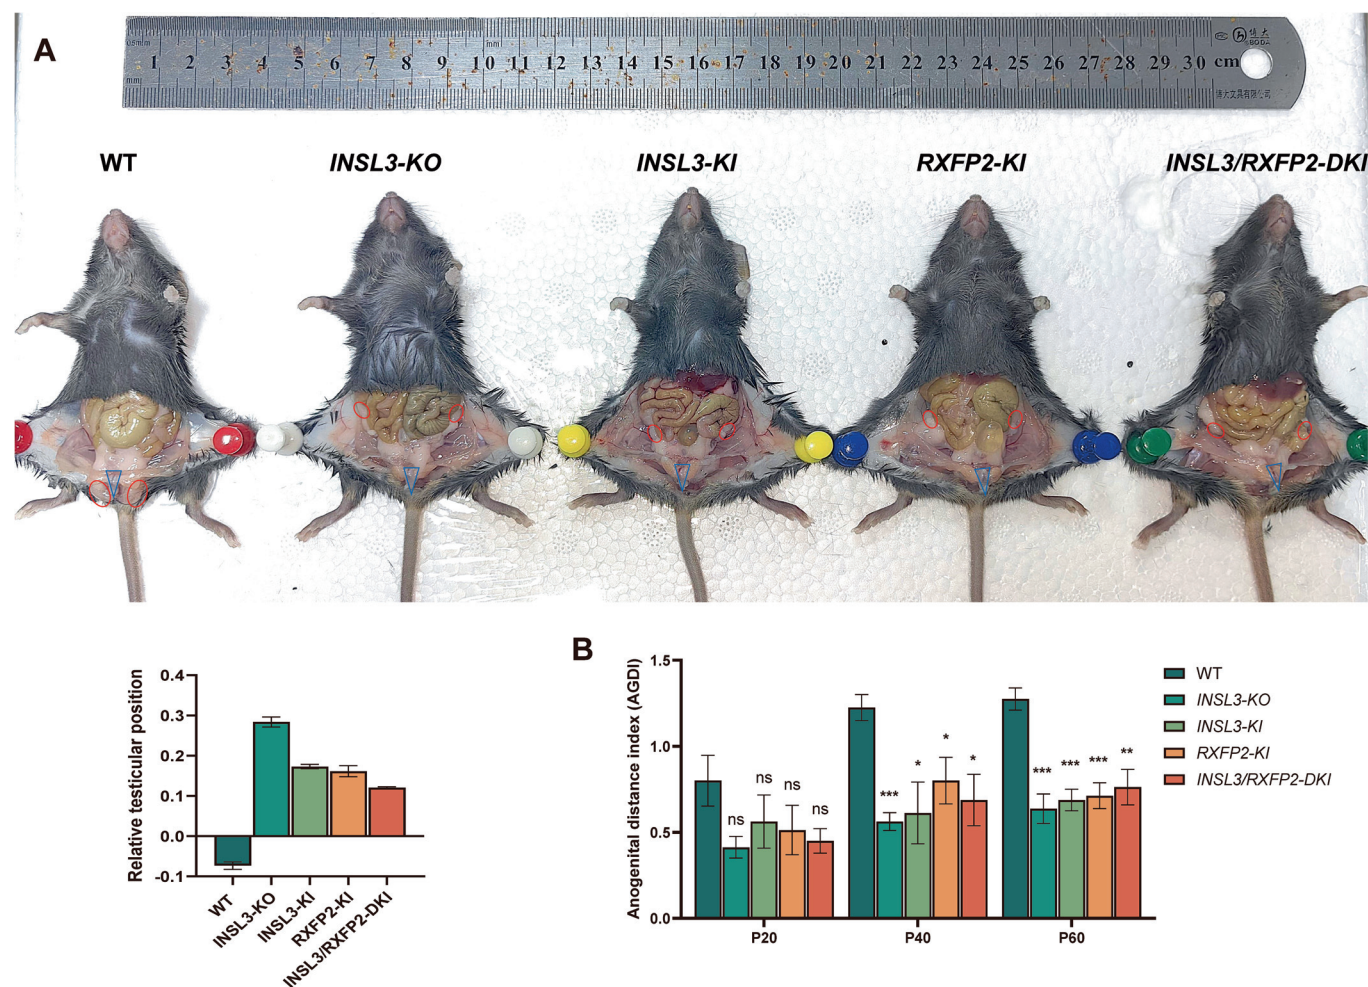

**Figure EV2. Cryptorchidism is present in three cetaceanized mice.**

(A) Anatomical map showing the in situ testicular position in mice (red circle indicates testis, blue triangle indicates penis) with quantification based on the testis-to-penis position ratio (Data were shown as mean  $\pm$  s.e.m. from  $n = 8$  mice, biological replicates). (B) AGDI values of mice at different periods (Data are shown as mean  $\pm$  s.e.m. from  $n = 4$  mice, biological replicates). Statistical significance was determined using ANOVA tests. Exact  $p$  values: P40 WT vs KO,  $p = 0.0009$ ; P40 WT vs INSL3-KI,  $p = 0.0444$ ; P40 WT vs RXFP2-KI,  $p = 0.0496$ ; P40 WT vs DKI,  $p = 0.0383$ ; P60 WT vs KO,  $p = 0.0008$ ; P60 WT vs INSL3-KI,  $p = 0.0005$ ; P60 WT vs RXFP2-KI,  $p = 0.0011$ ; P60 WT vs DKI,  $p = 0.0110$ . \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.005$ ; ns not significant).

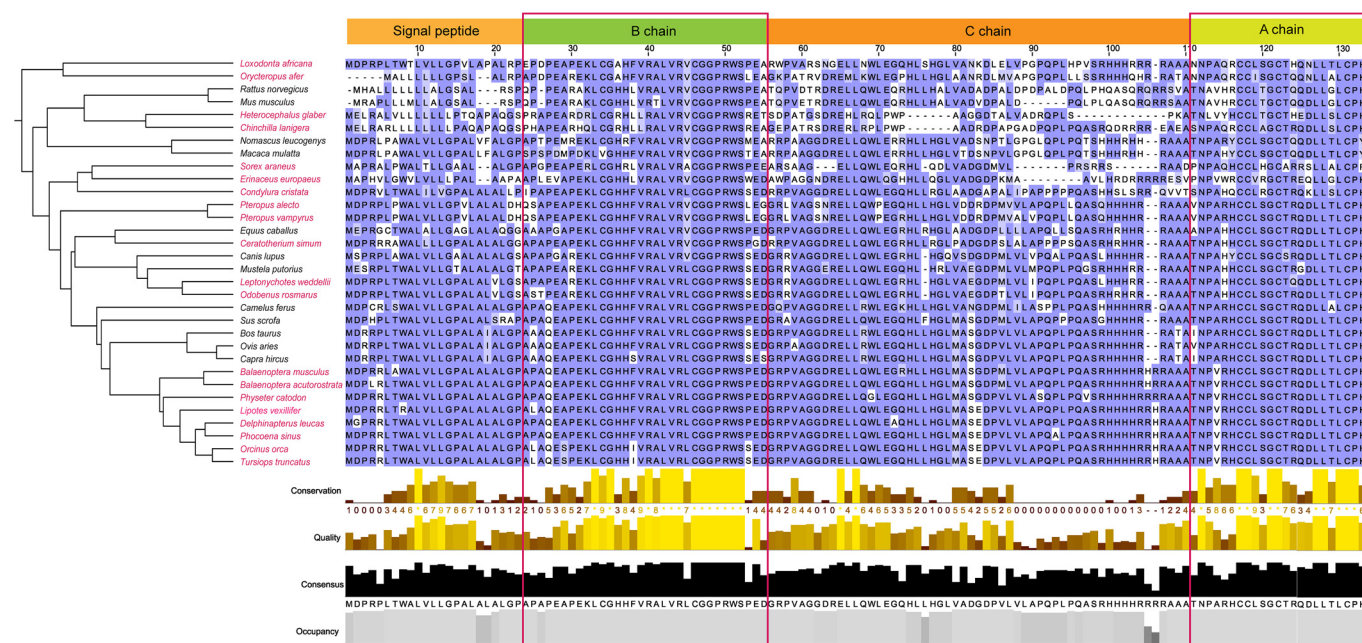

**Figure EV3. The sequence of mammalian INSL3.**

The red Latin name is cryptorchid mammals, and the black Latin name is scrotal mammals. The two functional domains of the mature INSL3 protein are marked in red boxes.

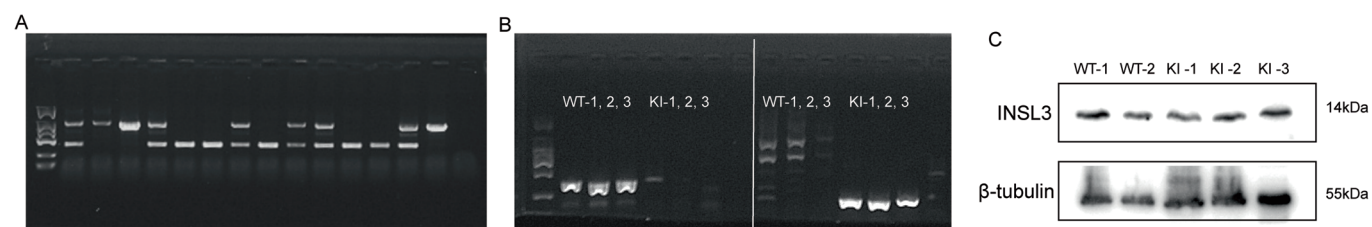

**Figure EV4. The cetacean *INSL3* gene knock-in mice were successfully constructed.**

(A) Agarose gel electrophoresis plot of genotyping. Lane 1: Maker DL2000; Lane 1, 4, 7, 9, 10, 13: heterozygote; Lane 2, 3, 14: homozygote; Lane 5, 6, 8, 11, 12: wildtype; Lane 15: blank control. (B) Agarose gel electrophoresis plot of RT-PCR. Lane 1: Maker DL2000; Lane 2-8: the primer was mouse *INSL3*; Lane 9-15: the primer was cetacean *INSL3*. (C) WB of mouse testicular proteins. Data were representative of  $n = 3$  independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

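The RNA-seq data cover 39 libraries in 13 groups of 3 biological replicates. Gubernaculum was sequenced from WT, INSL3-KI and INSL3-KO mice at P8 and from WT and INSL3-KI mice at P23, and testis from WT, INSL3-KI and INSL3-KO mice at P8 and P23 and from WT and INSL3-KI mice at P40. According to the paper, total RNA was extracted with TRIzol, mRNA libraries were prepared with a Hieff NGS kit, paired-end reads were obtained on an Illumina NovaSeq instrument, and reads were mapped with HISAT2 on the BMKCloud platform. The paper called DEGs with DESeq2 at an adjusted P under 0.01 and a fold change of at least 2, and tested GO terms and KEGG pathways for enrichment. The paper's text names neither the genome build nor the annotation nor the program that counted the reads, so no coordinates are given.

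The deposited values are raw counts per gene and FPKM values per gene, in 2 tables of each unit. The counts are whole numbers that sum to between 29861447 and 45260372 per library, with a median of 36944626. The first table has 38822 entries and holds 27 libraries, those of WT and INSL3-KI mice except for WT testis at P23. The second has 58374 entries and holds the 12 libraries of INSL3-KO mice and of WT testis at P23. The first lists 22036 Ensembl genes and the second 43339, of which 21561 are in both. The other entries are largely loci outside the annotation, 16786 in the first table and 15035 in the second. Of the shared genes, 939 carry different symbols in the tables. For 16509 shared genes the counts and FPKM values imply a transcript length in both tables, and for 12845 of these it is the same. The tables were therefore joined on the Ensembl identifier, and only shared genes were analysed, which hold between 94.2% and 97.9% of the counts of a library. Of the 11 comparisons of groups, 5 lie within a table and 6 across the tables, where a difference between the tables and a difference between genotypes cannot be told apart by the comparison itself.

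The main test was edgeR's quasi-likelihood test with TMM normalization on the libraries of the compared groups alone, with genes kept by filterByExpr at its defaults (a minimum count of 10 and a minimum total count of 15) and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p-value under 0.01 and a fold change of at least 2. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and Python 3.11.15. Whether the effect of INSL3-KI differs between ages was tested with an interaction term in the same model. Genes called in both mutants were counted, and because both mutants are compared with the same WT libraries, unchanged mutant groups were simulated for comparison. Mean levels are edgeR's CPM, counts scaled to a common library size by TMM within the compared groups, with the SD over 3 libraries, except for the levels of Insl3 in testis and their percentages of WT, which use library totals alone. A group whose libraries all have at most 3 counts of a gene was treated as undetected, and folds against it are lower bounds computed at that floor.

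The genes named are all those that the paper's text names for RNA-seq, the genes of its heat maps as lists (naming those whose direction is not the paper's and those with the largest change), and in each comparison with WT the 3 genes with the largest fold change in each direction among called genes whose groups do not overlap, with a mean of at least 10 CPM and a symbol that is not a predicted-gene name. No GO or KEGG tables were at hand. Lists for the processes that the paper names, for cell types and for the legible heat-map genes were written by hand, 45 in all, and tested two-sided with camera on log-CPM (prior count 2, preset correlation between genes of 0.01), with Benjamini-Hochberg adjustment over the lists of a comparison and a threshold of 0.05. The test, the lists, the thresholds and the alternatives were fixed before the data were examined. A further list of hepatocyte genes, the one-sided Fisher's exact tests for over-representation among called genes (background: the genes tested) and the alternatives named as such in the closing section were chosen after seeing the data.

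Results were recomputed with other choices: DESeq2 in place of edgeR, no filter on low counts, library size as the only normalization, all groups of a tissue in 1 fit, the replicate number as a block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), a fold-change threshold of 4 for P40 testis, testis libraries scaled on the Sertoli cell list, fry and camera with an estimated correlation in place of camera with the preset one, matching Reactome pathways in place of the lists, and each replicate left out in turn. Not every choice was run for every result. Apart from over-representation and numbers of called genes with DESeq2, lists were not recomputed with DESeq2, 1 fit or limma. Named genes were recomputed with DESeq2, library size, limma on log2(FPKM + 1), the replicate block and replicates left out. All groups in 1 fit covered 22 of the 32 counts. The pipeline was tested on simulated data made from 4 groups of these libraries, with 200 changed genes each. In 3 groups edgeR recovered 100% of them, with at most 4 false calls. With the spread of P23 INSL3-KI gubernaculum in both simulated groups it recovered 8% with 0 false calls, and DESeq2 recovered 37% with 8. The seeded list was called in all 4, and no other list was. With 3 libraries against 3, there are 10 splits of the libraries, so that no share of splits under 0.1 can be reached.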

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

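The tests of explanations in this part were chosen after the results had been seen. No table gives the parents, litters, dissection or sequencing dates of the libraries, so none of these was weighed. CPM values of single libraries, Crisp1 and Adipoq were normalized with TMM over all 39 libraries together, and the others with TMM within the compared groups.

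The effect of INSL3-KI on gubernaculum differed between P23 and P8 for 45 genes in a test of the difference itself (31 lower and 14 higher at P23; edgeR, Benjamini-Hochberg adjustment). DESeq2 gave 736 and 390. Leaving out P8 WT replicate 1 gave 0 and 0, leaving out P23 INSL3-KI replicate 2 gave 222 lower, and leaving out P23 INSL3-KI replicate 3 gave 251 higher. Of 25 regroupings of genotype within each age, the real one included, 2 gave as many genes, and the other of these 2 gave 1259. Within each age, the other splits of the INSL3-KI and WT libraries called 0 genes. A regrouping that keeps the genotypes of a single age would still carry their effect, and which regroupings do so is not given. The number of regroupings therefore neither excludes nor favours a grouping by chance. Spread between the P23 INSL3-KI libraries may hide differences, since genes called higher at P8 lay above 0 at P23 in 91.1% of cases and few of them were called. A biological difference between the ages stays open.

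The effect of INSL3-KI on testis differed from that at P8 for 7922 genes at P40 (3902 lower and 4020 higher) and for 3975 genes at P23 (1677 lower and 2298 higher), again in tests of the difference itself. The real grouping was the 1 of 25 with as many genes in both tests, and the largest other number was 6058 at P40 and 1440 at P23. At P23, WT and INSL3-KI stand in different tables, which could add to the number. Of the genes called there, 93.2% had the same sign between INSL3-KI and WT at P40, in 1 table and with no shared library, which argues against the tables as the whole source. Part of the difference arises at P8, where WT libraries may be less advanced in development than INSL3-KI libraries (a Spearman coefficient of 0.38 with the change with age, treated in the last part). With that open, the number does not measure an effect of cryptorchidism alone.

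Transcripts of the epididymis and vas deferens, which the paper does not discuss for gubernaculum, were far above WT in P8 mutant gubernaculum. The list had a median log2 fold change of 6.71 in INSL3-KI (12 genes tested, 9 called higher, camera adjusted p = 0.0030), or 3.83 with undetected genes at their bound, and of 7.59 in INSL3-KO (14 tested, 11 called higher, camera adjusted p = 5.8e-05), or 3.99 with the bounds. Camera with an estimated correlation called neither (adjusted p = 0.48 and 0.13), and fry called both (1.6e-04 and 3.8e-06). Of the list's 28 genes, 2 were above 1 CPM in P8 WT gubernaculum, 4 in P8 WT testis, and 1 is held by another list. Crisp1 stood at 0.033 CPM in P8 WT, 1074 ± 513 in INSL3-KI and 1072 ± 66.9 in INSL3-KO (SD, n = 3), while Clu, which P8 WT also expresses at 142 CPM, stood at 1898 ± 921 CPM in INSL3-KI. A list of Wolffian and renal epithelium was higher too, with medians of 7.26 and 5.84 (camera adjusted p = 1.5e-06 and 1.4e-04). Of its 12 genes, 5 were above 1 CPM in P8 WT gubernaculum and 1 is held by another list. Its most abundant gene, Krt19, had 522.0 ± 43.8 CPM in INSL3-KI and 46.1 ± 29.5 in WT. Neighbouring reproductive tract in the dissected sample is a candidate source. Of 13 abundant genes of these lists, 7 were over 8-fold higher in replicate 3 of P23 WT gubernaculum than in replicates 1 and 2, and 0 were lower to that degree. Crisp1 reached 1056 CPM in that library, so that such transcripts also occur without a change of genotype. In P23 INSL3-KI gubernaculum it stood at 2294, 0.729 and 7089 CPM in replicates 1, 2 and 3, so its level also differed widely within that genotype. These P23 libraries exclude nothing for the P8 groups, where the dissection and the genotype cannot be told apart. A growth of tract in place of gubernaculum in the mutants stays open.

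The fat list was above WT in P8 gubernaculum as well, with a median log2 fold change of 5.68 in INSL3-KI (13 of 15 genes called higher, camera adjusted p = 1.5e-06) and of 6.80 in INSL3-KO (14 of 15, camera adjusted p = 1.5e-07). Fry called both (4.7e-05 and 7.9e-07), and camera with an estimated correlation neither (0.25 and 0.13). The library medians were 0.290 to 0.395 CPM in WT, 51.7 to 87.4 in INSL3-KI and 99.8 to 103.3 in INSL3-KO, so all 6 mutant libraries lay above all WT libraries. Of the 15 genes, 6 were above 1 CPM in P8 WT gubernaculum, 8 are held by another list and 1, Adrb3, is in a heat map of the study. Adipoq stood at 0.204 CPM in WT, 99.7 ± 21.0 in INSL3-KI and 313.2 ± 13.4 in INSL3-KO (SD, n = 3). The most abundant genes of the list in INSL3-KI, Lpl and Fabp4, rose less there, by log2 fold changes of 0.97 and 2.46 from 319 and 96.3 CPM in WT. A lower share of muscle that raises every other cell type alike does not account for it, because the medians of the lists of other cell types in INSL3-KI lay 8.36 apart, from -1.10 for collagen to 7.26 for Wolffian epithelium. They were 4.51 for smooth muscle, 2.43 for keratinocytes, 0.24 for endothelium, -0.16 for nerve and -1.01 for macrophages. Fat taken with the sample and fat formed in place of muscle were not tested apart.

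Hepatocyte transcripts were abundant in P8 INSL3-KO gubernaculum, while the median of the list was at most 0.127 CPM in each library of the other gubernaculum groups. Single genes of the list were not specific to it. Hp reached 2514 CPM, Rbp4 239 and Apoc1 37.6 in a library of another gubernaculum group, above their highest INSL3-KO values, and Serpina3k reached 59.1. The list, written after this was seen, had a median log2 fold change of 10.98, or 9.29 with undetected genes at their bound (32 genes tested, 27 called higher and 30 when adjusted over the list alone, camera adjusted p = 3.7e-06, fry 0.0076, estimated correlation 0.73). In INSL3-KI, 6 of its genes were tested, with a median of 1.32 (camera adjusted p = 0.36), and INSL3-KI against INSL3-KO directly gave -11.59, or -9.76 with the bounds. Of the 32 genes, 4 were above 1 CPM in P8 WT gubernaculum and 9 are held by another list. Alb stood at 4610, 918 and 89.5 CPM in replicates 1, 2 and 3 of INSL3-KO. By the rule for named genes, Serpina3k (493 ± 560 CPM; SD, n = 3; at least 5395-fold higher, edgeR adjusted p = 0.0058) and Mup20 (252 ± 253 CPM; at least 2763-fold higher, edgeR adjusted p = 0.0066) had the largest rises in INSL3-KO besides Spink8. In replicates 1, 2 and 3, Serpina3k stood at 1166, 372 and 18.1 CPM and Mup20 at 539, 249 and 9.11. Their means and bounds therefore lean on replicate 1. The calls of both were lost in 5 of the 6 fits that left out 1 library, without WT replicate 1, 2 or 3 or INSL3-KO replicate 1 or 2 (edgeR adjusted p from 0.011 to 0.021 for Serpina3k and from 0.014 to 0.024 for Mup20), and were kept only without INSL3-KO replicate 3. In 100% of the 32 genes replicate 1 was above 2 and 2 above 3, against 20.5% of the other genes higher in INSL3-KO and 16.7% by chance, with a median ratio of 35.6 between replicates 1 and 3. Liver RNA mixed into the INSL3-KO samples to different degrees is a candidate explanation. The design gives no biological explanation for liver transcripts, and none was tested.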

How the results depend on the processing

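Results were recomputed under the alternatives that were run for them, and the cause of a change was not tested unless it is given. Without the filter on low counts, all 32 counts stayed within 1.5 times. Lists are given by their median log2 fold change. Against WT unless stated, the values outside 1.5 times the reported count or on the other side of a list's threshold were as follows.

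With DESeq2, genes lower numbered 1385 for P23 gubernaculum of INSL3-KI, 1127 for P8 testis of INSL3-KI, 3045 for P23 testis of INSL3-KI, 2737 for both mutants in P23 testis and 736 for the P23 against P8 difference in gubernaculum, and genes higher numbered 828 for P23 gubernaculum of INSL3-KI, 1013 for P8 testis of INSL3-KI and 390 for the P23 against P8 difference in gubernaculum. With all groups of a tissue in 1 fit, genes lower numbered 1467 for P23 gubernaculum of INSL3-KI and 1203 for P8 testis of INSL3-KI, and genes higher numbered 1323 for P8 gubernaculum of INSL3-KI, 1526 for P8 gubernaculum of INSL3-KO, 1204 for P8 gubernaculum of INSL3-KI against INSL3-KO, 1013 for P23 gubernaculum of INSL3-KI, 958 for P8 testis of INSL3-KI and 2362 for P23 testis of INSL3-KI. With limma on log2(FPKM + 1), genes lower numbered 882 for P8 gubernaculum of INSL3-KI, 1345 for P8 gubernaculum of INSL3-KO, 934 for P8 gubernaculum of INSL3-KI against INSL3-KO, 312 for P8 testis of INSL3-KI, 671 for P8 testis of INSL3-KO, 3658 for P23 testis of INSL3-KO and 600 for both mutants in P8 gubernaculum, and genes higher numbered 146 for P23 gubernaculum of INSL3-KI, 228 for P8 testis of INSL3-KI against INSL3-KO, 2267 for P23 testis of INSL3-KI and 1723 for both mutants in P23 testis. With limma on log2(FPKM + 0.1), genes lower numbered 294 for P8 testis of INSL3-KI against INSL3-KO, and genes higher numbered 156 for P23 gubernaculum of INSL3-KI, 3586 for P23 testis of INSL3-KI and 6670 for P40 testis of INSL3-KI. At a fold-change threshold of 4, genes lower numbered 2409 for P40 testis of INSL3-KI, and genes higher numbered 1127 for P40 testis of INSL3-KI.

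With library size as the only normalization, genes lower numbered 315 for P8 testis of INSL3-KI, 2458 for P40 testis of INSL3-KI and 2591 for the P40 against P8 difference in testis, and genes higher numbered 74 for P23 gubernaculum of INSL3-KI, 3607 for P23 testis of INSL3-KI, 6583 for P40 testis of INSL3-KI, 2895 for both mutants in P23 testis and 7 for the P23 against P8 difference in gubernaculum. The lists no longer called had these medians: in P40 testis of INSL3-KI 1.99 for heat-inducible. The lists changed in sign had these medians: in P8 gubernaculum of INSL3-KI 0.30 for AMPK, in P8 gubernaculum of INSL3-KO 0.083 for AMPK, in P23 gubernaculum of INSL3-KI 0.21 for calcium and 0.23 for MAPK, in P8 testis of INSL3-KI 0.038 for spermatogonia, in P23 testis of INSL3-KI 0.13 for meiosis, in P40 testis of INSL3-KI 0.30 for heat shock. Of these, camera called calcium alone, as lower relative to other genes (adjusted p = 7.6e-04). With testis libraries scaled on the Sertoli cell list, genes lower numbered 2782 for P8 testis of INSL3-KO, 83 for P8 testis of INSL3-KI against INSL3-KO, 984 for P23 testis of INSL3-KI, 12168 for P23 testis of INSL3-KO, 98 for P23 testis of INSL3-KI against INSL3-KO and 10903 for P40 testis of INSL3-KI, and genes higher numbered 392 for P8 testis of INSL3-KO, 151 for P23 testis of INSL3-KI, 150 for P23 testis of INSL3-KO, 8588 for P23 testis of INSL3-KI against INSL3-KO and 48 for P40 testis of INSL3-KI. The lists no longer called had these medians: in P23 testis of INSL3-KI -1.12 for meiosis, in P40 testis of INSL3-KI -3.01 for meiosis, -4.81 for flagellum and -4.57 for Fig. 6F meiosis. The lists changed in sign had these medians: in P8 testis of INSL3-KO -0.27 for spermatogonia, in P40 testis of INSL3-KI -0.32 for complement, -0.97 for TGF-β, -0.94 for TNF, -0.61 for heat-inducible and -0.81 for Fig. 6F heat stress. For counts this scaling was chosen after seeing the data. Relative to other genes, camera called complement, TGF-β and TNF higher with it, which adds no evidence since the shift is common to all genes. Library size alone moved the median of all genes from 0.023 to 0.34 in P8 gubernaculum of INSL3-KI, from 0.11 to 0.41 at P23 and from 0.093 to 0.70 in P40 testis, and Sertoli cell scaling moved it to -1.89 in P40 testis and from 0.056 to -2.31 in P23 testis of INSL3-KO, since one factor shifts all genes of a library. With Sertoli cell scaling 99.6% of the genes called in P40 testis were lower, against 46.4% with TMM.

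Replicate numbers did not pair libraries: the correlations between libraries of the same number in the compared groups lay between -0.22 and 0.51, and 0 of the 11 comparisons had all of them above 0.1. With the replicate number as a block, genes lower numbered 0 for P23 gubernaculum of INSL3-KI, 1 for P8 testis of INSL3-KI, 81 for P8 testis of INSL3-KI against INSL3-KO, 1087 for P23 testis of INSL3-KI, 975 for both mutants in P23 testis and 0 for the P23 against P8 difference in gubernaculum, and genes higher numbered 0 for P23 gubernaculum of INSL3-KI, 5 for P8 testis of INSL3-KI, 237 for P8 testis of INSL3-KI against INSL3-KO, 511 for P23 testis of INSL3-KI, 334 for both mutants in P23 testis and 1 for the P23 against P8 difference in gubernaculum. The lists no longer called had these medians: in P23 gubernaculum of INSL3-KI -0.21 for calcium. The lists newly called had these medians: in P40 testis of INSL3-KI 1.75 for complement.

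With fry, the lists no longer called had these medians: in P23 testis of INSL3-KI -0.34 for meiosis and -0.87 for flagellum. The lists newly called had these medians: in P8 gubernaculum of INSL3-KI 0.079 for actin cytoskeleton, in P8 gubernaculum of INSL3-KO -0.32 for actin cytoskeleton and -0.20 for Notch, in P8 gubernaculum of INSL3-KI against INSL3-KO 0.082 for AMPK, in P23 gubernaculum of INSL3-KI -0.036 for MAPK, in P40 testis of INSL3-KI 1.69 for complement, -0.31 for heat shock and 1.19 for Fig. 6F heat stress. The lists called in the direction opposite to that of camera had these medians: in P8 gubernaculum of INSL3-KO -0.086 for AMPK, in P23 gubernaculum of INSL3-KI 0.22 for cAMP. Here the medians do not change with the test. Fry called the AMPK list higher in P8 INSL3-KO gubernaculum, the cAMP list lower in P23 INSL3-KI gubernaculum and the actin cytoskeleton list lower in P8 INSL3-KI gubernaculum, each against the sign of its median. With camera and an estimated correlation, the lists no longer called had these medians: in P8 gubernaculum of INSL3-KI -8.71 for sarcomere and -8.89 for myogenic regulator, in P8 gubernaculum of INSL3-KO -2.35 for sarcomere and -2.44 for myogenic regulator, in P8 gubernaculum of INSL3-KI against INSL3-KO 0.49 for Notch and -5.75 for sarcomere, in P23 gubernaculum of INSL3-KI -10.53 for sarcomere, -0.12 for calcium, -7.01 for Fig. 4G calcium, -3.39 for lowered Fig. 4G MAPK, 2.39 for raised Fig. 4G MAPK, -3.85 for lowered Fig. 4G cAMP and 4.80 for raised Fig. 4G cAMP, in P8 testis of INSL3-KI 2.43 for meiosis and -1.37 for Appendix Fig. S1, in P8 testis of INSL3-KO 1.99 for meiosis and -1.40 for Appendix Fig. S1, in P23 testis of INSL3-KI -0.34 for meiosis, -3.25 for round spermatid and -0.87 for flagellum, in P23 testis of INSL3-KO -2.80 for meiosis and -10.72 for round spermatid, in P23 testis of INSL3-KI against INSL3-KO 2.42 for meiosis, 7.51 for round spermatid and 6.60 for flagellum, in P40 testis of INSL3-KI -1.13 for meiosis, -3.02 for flagellum, -9.21 for elongated spermatid, 1.02 for TGF-β, 1.06 for TNF, 1.38 for heat-inducible, -2.68 for Fig. 6F meiosis, 2.42 for Appendix Fig. S2 TGF-β and 2.49 for Appendix Fig. S2 complement. With the matching Reactome pathways, the lists no longer called had these medians: in P23 testis of INSL3-KO -0.89 for meiosis, in P40 testis of INSL3-KI -0.32 for meiosis, 0.42 for TGF-β and 1.13 for TNF. The lists changed in sign had these medians: in P23 testis of INSL3-KI 0.16 for meiosis.

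The remaining alternatives were chosen after seeing the data. With all entries of a deposited table, genes lower numbered 10949 for P23 testis of INSL3-KO and 5599 for P40 testis of INSL3-KI. With DESeq2 on all entries and no filter, genes lower numbered 1688 for P23 gubernaculum of INSL3-KI, 1311 for P8 testis of INSL3-KI, 13533 for P23 testis of INSL3-KO and 9215 for P40 testis of INSL3-KI, and genes higher numbered 927 for P23 gubernaculum of INSL3-KI and 1410 for P8 testis of INSL3-KI. With only genes of the same implied length, genes lower numbered 871 for P8 testis of INSL3-KO and 100 for P8 testis of INSL3-KI against INSL3-KO, and genes higher numbered 1239 for P8 gubernaculum of INSL3-KI against INSL3-KO, 194 for P8 testis of INSL3-KI against INSL3-KO and 960 for P23 testis of INSL3-KI. With each library's GC and length trend removed, genes lower numbered 957 for P8 gubernaculum of INSL3-KI against INSL3-KO, 863 for P8 testis of INSL3-KO, 71 for P8 testis of INSL3-KI against INSL3-KO and 5196 for P23 testis of INSL3-KI against INSL3-KO, and genes higher numbered 186 for P8 testis of INSL3-KI against INSL3-KO. The lists no longer called had these medians: in P8 gubernaculum of INSL3-KI against INSL3-KO 0.14 for Notch, in P8 testis of INSL3-KO -0.87 for Appendix Fig. S1. The lists changed in sign had these medians: in P8 gubernaculum of INSL3-KO 0.034 for AMPK, in P8 gubernaculum of INSL3-KI against INSL3-KO -0.21 for AMPK, in P23 testis of INSL3-KI 0.14 for meiosis. The trend removal reverses the balance between the mutants in P23 testis, where 3073 genes were then higher in INSL3-KI. The median of all genes moved with it from 0.019 to -0.58. This removal also re-centres each library on its mean log count, so the reversal is not shown to come from GC content or length. In P8 gubernaculum camera calls the AMPK list with it (adjusted p = 0.013 for INSL3-KO against WT and 5.2e-04 between the mutants). Using only genes of the same implied length tests fewer genes.

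Leaving out each library in turn leaves 1 group with 2 libraries. Over those fits, the numbers of genes ranged from 19 to 499 lower for P23 gubernaculum of INSL3-KI, 0 to 139 higher for P23 gubernaculum of INSL3-KI, 0 to 497 lower for P8 testis of INSL3-KI, 0 to 438 higher for P8 testis of INSL3-KI, 62 to 301 lower for P8 testis of INSL3-KI against INSL3-KO, 234 to 518 higher for P8 testis of INSL3-KI against INSL3-KO and 282 to 2661 lower for P23 testis of INSL3-KI. They also ranged from 90 to 1728 higher for P23 testis of INSL3-KI, 723 to 3599 lower for P23 testis of INSL3-KI against INSL3-KO, 2268 to 5274 lower for P40 testis of INSL3-KI, 243 to 2255 lower for both mutants in P23 testis, 36 to 1392 higher for both mutants in P23 testis, 0 to 222 lower for the P23 against P8 difference in gubernaculum and 0 to 251 higher for the P23 against P8 difference in gubernaculum. The medians of lists ranged from -0.034 to 0.031 for AMPK in P8 gubernaculum of INSL3-KI, -0.023 to 0.16 for AMPK in P8 gubernaculum of INSL3-KI against INSL3-KO, -0.22 to 0.054 for calcium in P23 gubernaculum of INSL3-KI, -0.28 to 0.024 for MAPK in P23 gubernaculum of INSL3-KI, -0.14 to 0.21 for PI3K-Akt in P23 gubernaculum of INSL3-KI, -0.26 to 0.26 for spermatogonia in P8 testis of INSL3-KI, -0.099 to 0.43 for spermatogonia in P8 testis of INSL3-KO, -0.41 to -0.29 for meiosis in P23 testis of INSL3-KI, 1.52 to 1.79 for complement in P40 testis of INSL3-KI, 1.29 to 1.42 for heat-inducible in P40 testis of INSL3-KI and -2.86 to -2.41 for Fig. 6F meiosis in P40 testis of INSL3-KI. Among the genes named, 22 lost a call and 3 gained one under some alternative, in 96 and 6 cases.

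The spread between libraries limits P23 INSL3-KI gubernaculum most. With its spread, simulated changes in 200 genes were recovered for 16 with edgeR and 74 with DESeq2. Both simulated groups had that spread, whereas P23 WT varied less (biological coefficient of variation 0.286, against 0.574 in INSL3-KI). These shares are therefore not the power of the real comparison.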

Differences from the paper's values

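The values read by eye carry the error of that reading, and only counts of DEGs could be compared. A gap counts as closed where the value lies within 1.5 times the paper's. The alternatives set before the data were examined are DESeq2, no filter on low counts, library size only, all groups of a tissue in 1 fit, the replicate block, limma with each constant and each library left out in turn. At P40 a fold-change threshold of 4 was also set. Scaling on the Sertoli cell list was set beforehand for gene lists, and its use for these counts was chosen after seeing the values.

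In P23 INSL3-KI gubernaculum, 355 genes were lower, against the paper's about 1500 in Fig. 4A, read by eye, and 387 were called in all, against the paper's about 2400 in Fig. 4A, read by eye. DESeq2 (1385 and 2213) and all groups in 1 fit (1467 and 2480) closed both gaps. The other alternatives set before the data were examined did not, with 0 to 499 genes lower and 0 to 649 in all. DESeq2 on all entries of the table without a filter, chosen after seeing the values, gave 1688 and 2615.

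In P8 INSL3-KI testis, 987 genes were called, against the paper's about 3300 in Fig. 6A, read by eye. None of the alternatives set before the data were examined closed the gap (2140 with DESeq2 and 2161 with all groups in 1 fit). DESeq2 on all entries without a filter, chosen after seeing the values, gave 2721. In P8 INSL3-KO testis, 2171 were called, against the paper's about 3500 in Fig. 6A, read by eye. DESeq2 closed the gap (2511), as did leaving out P8 WT replicate 1 (2860), and the other alternatives set before the data were examined did not (1505 to 2292). Sertoli cell scaling, chosen for counts after seeing the values, gave 3174. Between the mutants at P8, 617 were called, against the paper's about 1700 in Fig. 6A, read by eye, and no alternative closed the gap (906 with DESeq2).

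In P23 INSL3-KI testis, 1966 genes were lower, against the paper's about 4400 in Fig. 6A, read by eye. DESeq2 (3045) closed the gap, and the other alternatives set before the data were examined did not (282 to 2661). In all, 3428 were called, against the paper's about 9500 in Fig. 6A, read by eye, and no alternative closed that gap (5134 with DESeq2 and 5325 with limma on log2(FPKM + 0.1)). In P23 INSL3-KO testis, 5584 were lower, against the paper's about 8900 in Fig. 6A, read by eye. DESeq2 (6035) closed the gap, the other alternatives set before the data were examined did not (3658 to 5769), and all entries of the table (10949) and Sertoli cell scaling (12168), both chosen for counts after seeing the values, closed it. In all, 10783 were called there, against the paper's about 18000 in Fig. 6A, read by eye. None of the alternatives set before the data were examined closed that gap (9180 to 11725). All entries of the table (17741), DESeq2 on them without a filter (19483) and Sertoli cell scaling (12318), all chosen for counts after seeing the values, did. Between the mutants at P23, 6262 were called, against the paper's about 10000 in Fig. 6A, read by eye. DESeq2 (7154), all groups in 1 fit (7451) and leaving out INSL3-KI replicate 3 (8501) closed the gap, as did removal of the GC and length trend (8269) and Sertoli cell scaling (8686), both chosen for counts after seeing the values. The other alternatives set before the data were examined did not (3658 to 6579).

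In P40 INSL3-KI testis, 7954 genes were called, against the paper's about 15000 in Fig. 6A, read by eye. Leaving out INSL3-KI replicate 1 closed the gap (10034), and none of the other alternatives set before the data were examined did (3536 to 9837). All entries of the table (11083), DESeq2 on them without a filter (14436) and Sertoli cell scaling (10951), all chosen for counts after seeing the values, closed it too.

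Several directions and rankings also differ. The paper describes genes of meiosis as lowered in both mutants in P8 testis. There the meiosis list was higher, with 0 of its genes lower and 40 and 37 higher at an unadjusted p under 0.05, and DESeq2 called 0 lower. The 6 genes of Appendix Fig. S1 were lower. The paper names Notch and AMPK pathways among the genes lowered in P8 INSL3-KO gubernaculum. Camera called neither list (medians -0.20 and -0.09), nor did over-representation with edgeR or DESeq2 calls (Fisher's exact test, adjusted p = 0.26 and 0.16 with DESeq2), while fry called Notch lower (adjusted p = 3.9e-04) and AMPK higher (0.0034) in INSL3-KO. With the GC and length trend removed, chosen after seeing the values, camera also called AMPK higher in INSL3-KO (adjusted p = 0.013). The paper names the actin cytoskeleton among the lowered processes, which fry called and camera and over-representation did not. It treats INSL3-KI as the milder genotype, also from testis position, tubule damage and the degenerated INSL3-KO gubernaculum at P23, which these values do not test. In P8 gubernaculum the sarcomere list (-5.75) and Rxfp2 (-3.38) were lower in INSL3-KI than in INSL3-KO. That comparison lies across the tables, INSL3-KO Rxfp2 leans on replicate 3, and the INSL3-KO libraries also held hepatocyte transcripts. It names the extracellular matrix among the processes raised in INSL3-KI gubernaculum. The collagen list, which covers only part of that matrix, was lower (-1.10), and its median does not test that enrichment. Lower collagen goes with the paper's own staining at P15, where it reports less collagen in INSL3-KI gubernaculum.

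For P23 gubernaculum the paper names calcium, MAPK, cAMP and PI3K-Akt signalling among the lowered genes. Calcium was called, cAMP was called by fry alone, as lower, with a median of 0.22, MAPK was called by fry and over-represented with DESeq2 calls (Fisher's exact test, adjusted p = 2.7e-04), and PI3K-Akt was called by no test. The paper reports more lowered genes at P23 than at P8. With edgeR there were 355 against 1503 and with DESeq2 1385 against 1686, but all groups in 1 fit gave 1467 against 1198. In Fig. 4G, Adrb3 was higher at P23 (9.19, not past the threshold), and Fgf10 had a log2 fold change of 1.41. At P40 the paper names complement, which camera did not call (adjusted p = 0.080). Fry (0.045), the replicate block (adjusted p = 0.043), leaving out WT replicate 3 and over-representation did call it. Camera also called it with Sertoli cell scaling (adjusted p = 7.9e-10). That scaling shifts all genes of a library alike, so this call is no further evidence for the list. Among the heat stress genes of Fig. 6F, Dnajb1, Hspa2 and Hsp90aa1 were lower (-2.08, -2.33 and -1.35), and among its meiosis genes Dmrt1 was higher (1.78). The paper names Hsp90ab1 as raised and Rec8 as lowered in INSL3-KI testes, as they were at P23 and P40, while at P8 Hsp90ab1 was lower (-0.63) and Rec8 higher (1.64).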

Other observations

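The tests in this part were chosen after the results had been seen. CPM values of single libraries and of Adnp, Cep85l, Adipoq and Prm1 were normalized with TMM over all 39 libraries together.

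Chance was examined by splitting the 6 libraries of a comparison in other ways. In each of the 11 comparisons of groups, the real split was the 1 of 10 with as many called genes, and the other splits called 0. With 10 splits the share is never under 0.1, so a grouping by chance cannot be told apart from an effect by this count alone. For the genes shared by the mutants, the real grouping was the 1 of 25 with as many shared calls in P8 gubernaculum and also in P23 testis, and the other regroupings shared 0. INSL3-KI against INSL3-KO testis at P8, not described at a claim, gave 183 genes lower and 434 higher in INSL3-KI, with 62 lower without INSL3-KO replicate 2, 301 lower without INSL3-KI replicate 3, and 234 to 518 higher over the fits with 1 library left out.

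In 26 genes, every library of the second table lay more than 2-fold from every library of the first, 21 lower and 5 higher in the second. Of 100 draws of as many groups, 1 parted as many genes, with a median of 0 and a maximum of 39. A difference between the tables is a candidate explanation for these genes, of which 19 were called lower and 5 higher only in INSL3-KO in P8 gubernaculum. Of the genes named for the largest changes, Styx, Fgf2, Ulbp1, Wdfy2 and Hist2h2aa2 are among those lower in the second table and Nupl1 and Ptp4a1 among those higher. They were named in P8 INSL3-KO gubernaculum, P8 INSL3-KO testis and P23 INSL3-KI testis, whose comparisons with WT each set the tables against each other.

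Adnp and Cep85l, singled out because they had the largest falls in P8 INSL3-KO gubernaculum, are not among those 26 genes. Adnp was at 0 CPM in that group and at 195 ± 5.02 CPM (SD, n = 3) in P8 INSL3-KO testis of the same table. Cep85l stood at 0.158 CPM in P8 INSL3-KO gubernaculum, 0.935 in P8 and 0.330 in P23 INSL3-KO testis, and at 398 ± 7.08 CPM in P23 WT testis of the same table.

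The genes lowered only in P8 INSL3-KO gubernaculum were examined for the tables too. Of 861 of them that were lower in INSL3-KO than in INSL3-KI gubernaculum, 389 fell by more in gubernaculum than in testis in a test of that difference, which argues against the tables as the whole source for those. For the others the tables may play a part. Of the 1331 tested in P8 testis, 32.7% were at least 2-fold lower in INSL3-KO than in INSL3-KI testis, against 8.20% of all genes. Across 14750 genes, INSL3-KO against INSL3-KI had a Spearman coefficient of 0.55 between the tissues, while INSL3-KI against WT, within a table, had 0.05. In this part the table and the genotype cannot be told apart, because all INSL3-KO libraries stand in the second table.

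The Notch list was higher in INSL3-KI than in INSL3-KO gubernaculum. GC content and gene length may contribute, since the log2 fold changes of INSL3-KI against INSL3-KO followed GC content (Spearman coefficient 0.41) and those of INSL3-KI against WT did not (0.01). Removing each library's trend left a list median of 0.14, and camera then placed the list lower relative to other genes, without calling it. A real difference in Notch genes stays open.

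In P8 testis the meiosis list was above WT in both mutants. RNA of older testes is argued against, because the round spermatid list reached 0.0734% of its P23 WT level in INSL3-KI where the meiosis list reached 55.2%. The tables are argued against for INSL3-KI, whose median of 2.43 comes from within 1 table. WT libraries less advanced in development may explain it. The INSL3-KI effect had a Spearman coefficient of 0.38 with the change from P8 INSL3-KO to P23 WT testis, which shares no library with it, and the INSL3-KO effect had one of 0.16 with the change from P8 INSL3-KI to P40 WT. In gubernaculum the same coefficients were -0.05 and -0.04. An effect of the genotypes on the start of meiosis stays open.

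At P40 the inflammation lists were above WT in INSL3-KI testis. Fewer germ cells with all somatic transcripts raised alike is argued against, because the Sertoli list rose by at least 0.98 more than the endothelium list in each INSL3-KI library. A larger share of somatic cells in unequal proportions may account for the rise, since 3 of the 3 inflammation lists (complement, TGF-β and TNF) had medians within the range of the somatic lists. Those were 1.90 for Sertoli cells, 1.24 for Leydig cells, 1.57 for macrophages, 1.64 for myoid cells and 0.84 for endothelium. Of the 25 Sertoli genes 24 were above 1 CPM in P40 WT testis and 7 are held by another list. Of the others, all 16 Leydig, 17 of 18 macrophage, all 10 myoid and all 12 endothelium genes were above 1 CPM there, and 2, 4, 9 and 3 of them are held by another list. The most abundant genes in INSL3-KI were Clu for Sertoli cells (4638 ± 970 CPM against 1265 in WT; SD, n = 3), Aldh1a1 for Leydig cells (1618 ± 234 against 336), Lyz2 for macrophages (168 ± 32.3 against 32.0), Dcn for myoid cells (425 ± 79.3 against 66.5) and Eng for endothelium (44.2 ± 7.65 against 16.2). Inflammation itself stays open.

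Counts of Insl3 remained in P8 INSL3-KO testis at 25.1% of WT. Reads of the overlapping gene Jak3 are argued against, because Insl3 stood at 0.0066% of WT in P23 INSL3-KO testis, where Jak3 had between 174 and 239 counts. RNA of P8 WT testes in all P8 INSL3-KO libraries is argued against as well. It would keep every gene that the second table counts near the share that Insl3 has, 23.1% of WT with TMM over all libraries, or above it. The minimum of 20 CPM used for the next genes was raised to that level after the values were seen, which left out a gene. The lower minimum gave the same reading. Of the genes above 20 CPM in every P8 WT testis library, 3 besides Insl3 were over 8-fold lower in every P8 INSL3-KI library and are counted in the second table. They had a median of 5.39% of WT in P8 INSL3-KO testis, from 3.78% for Adamts16 to 14.7% for Hsd17b1. RNA of P23 or P40 WT testes is argued against too. Insl3 in P8 INSL3-KO testis was at 1.77% and 1.89% of its P23 and P40 WT levels, whereas the 14 and 13 abundant genes of the elongated spermatid list were at most at 0.048% and 0.083% of theirs. The origin of the counts stays open.

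In P23 INSL3-KI gubernaculum fewer genes were called higher than lower. Spread between the INSL3-KI libraries may leave genes uncalled. Of the genes called higher at P8, 91.1% lay above 0 at P23 and 63.3% were at least 2-fold higher. Of those called lower at P8, 67.7% were at least 2-fold lower at P23, with a median log2 fold change of -1.73, and 304 of 1426 were called. The fat list shows the spread. Its library medians were 811, 1487 and 58.8 CPM in INSL3-KI and 0.254 to 1.16 in WT, with a median log2 fold change of 9.08 (camera adjusted p = 4.7e-06). Of its 14 genes tested, 0 were called, 11 were when adjusted over the list alone and 13 were higher at an unadjusted p under 0.05. Adipoq ranged from 64.4 to 2005 CPM in INSL3-KI.

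Elongated spermatid transcripts were abundant in P23 WT testis. All 16 genes of the list were above their P40 WT level, by a median log2 difference of 0.81. Prm1 ranged from 2444 to 2869 CPM at P23 and from 1130 to 1495 at P40. Mice older than the label could give this, but the P23 and P40 WT libraries stand in different tables. The list median was 0.279 to 0.595 CPM in P23 INSL3-KO testis and 1696 to 1858 in P23 WT, both in the second table. This argues against reads that the table adds to all its libraries. A difference in scale between the tables stays open, and no value decides it.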
